# *setd2* knockout zebrafish is viable and fertile: differential and developmental stress-related requirements for Setd2 and histone H3K36 trimethylation in different vertebrate animals

**DOI:** 10.1038/s41421-020-00203-8

**Published:** 2020-10-20

**Authors:** Dian-Jia Liu, Fan Zhang, Yi Chen, Yi Jin, Yuan-Liang Zhang, Shu-Bei Chen, Yin-Yin Xie, Qiu-Hua Huang, Wei-Li Zhao, Lan Wang, Peng-Fei Xu, Zhu Chen, Sai-Juan Chen, Bing Li, Aijun Zhang, Xiao-Jian Sun

**Keywords:** Epigenetics, Developmental biology

## Abstract

Setd2 is the only enzyme that catalyzes histone H3 lysine 36 trimethylation (H3K36me3) on virtually all actively transcribed protein-coding genes, and this mechanism is evolutionarily conserved from yeast to human. Despite this widespread and conserved activity, Setd2 and H3K36me3 are dispensable for normal growth of yeast but are absolutely required for mammalian embryogenesis, such as oocyte maturation and embryonic vasculogenesis in mice, raising a question of how the functional requirements of Setd2 in specific developmental stages have emerged through evolution. Here, we explored this issue by studying the essentiality and function of Setd2 in zebrafish. Surprisingly, the *setd2*-null zebrafish are viable and fertile. They show Mendelian birth ratio and normal embryogenesis without vascular defect as seen in mice; however, they have a small body size phenotype attributed to insufficient energy metabolism and protein synthesis, which is reversable in a nutrition-dependent manner. Unlike the sterile *Setd2*-null mice, the *setd2*-null zebrafish can produce functional sperms and oocytes. Nonetheless, related to the requirement of maternal *Setd2* for oocyte maturation in mice, the second generation of *setd2*-null zebrafish that carry no maternal *setd2* show decreased survival rate and a developmental delay at maternal-to-zygotic transition. Taken together, these results indicate that, while the phenotypes of the *setd2*-null zebrafish and mice are apparently different, they are matched in parallel as the underlying mechanisms are evolutionarily conserved. Thus, the differential requirements of Setd2 may reflect distinct viability thresholds that associate with intrinsic and/or extrinsic stresses experienced by the organism through development, and these epigenetic regulatory mechanisms may serve as a reserved source supporting the evolution of life from simplicity to complexity.

## Introduction

While the life’s evolution from simplicity to complexity can benefit living beings on survival and reproduction, this transition also put them under tremendous pressures and stresses, such as demanded requirements of nutrient redistribution between cells and sexual propagation^1,2^. To effect this evolutionary transition, living beings must cope with these extra stresses by means of (i) acquiring mutations (including creation of new genes and regulatory elements) to increase genomic complexity^1^, and/or (ii) exploiting the potential of epigenetic programs which enables the organism to regulate gene expression more diversely and precisely^2,3^. Potentially relevant to the latter strategy is the notable enigma that some highly conserved and widespread epigenetic mechanisms, such as the methylation of histone H3 lysine 4 (H3K4) and lysine 36 (H3K36), are not essential for some lower species (e.g., yeast) growing in normal conditions, but they are absolutely required for the viability of higher organisms including mammalians^4–7^. It is thus conceivable that some epigenetic mechanisms, though paradoxically “non-essential”, are important for the organisms to survive some stress conditions, which provides a basis to support the evolution of life from simplicity to complexity.

H3K36 tri-methylation (H3K36me3) represents one of the most conserved epigenetic marks through the evolution of eukaryotes^8^, and it is associated with virtually all actively transcribed protein-coding genes^9,10^. An evolutionarily conserved histone methyltransferase that catalyzes H3K36me3 is responsible for establishing this association between H3K36me3 and the active genes, as it directly and specifically interacts with the elongating form of RNA polymerase II^11–15^. The yeast and mammalian version of this histone methyltransferase, named Set2 and SETD2, respectively, share a similar domain architecture containing the catalytic AWS-SET-PostSET domains and the Set2 RNA polymerase II-interacting (SRI) domain^15,16^. Both Setd2 and SETD2 have been shown to be the sole enzyme responsible for H3K36me3 in their hosts^17–19^, although in higher organisms there emerge several less conserved SET domain family members that likely catalyze H3K36me1 and H3K36me2, whose genomic distribution patterns do not resemble that of H3K36me3^20^. The functions of Set2/SETD2 and H3K36me3 have been implicated in various aspects of gene regulation, including transcriptional elongation^11–14,21,22^, suppression of intragenic cryptic transcription^23,24^, nucleosome dynamics^25^, DNA repair^26^, DNA methylation^27,28^, *N*^6^-methyladenosine (m^6^A) mRNA modification^29^, and alternative mRNA splicing^30^. Furthermore, recent human cancer genomic studies have shown that somatic mutations, deletions, and dysregulated expression of SETD2, as well as altered H3K36me3 levels, are frequently identified in many types of cancers^31–35^, suggesting their pivotal roles in tumorigenesis and as potential therapeutic targets.

Despite such a high evolutionary conservation and the widely utilized functions of Set2/SETD2 and H3K36me3, loss of Set2 has little effect on the viability of yeasts in normal growth conditions; however, the *set2*-null yeast does show a slower growth in the condition of nutrition deprivation, compared with the wild-type^36,37^. In contrast, SETD2 is absolutely required for the viability and fertility of mammals, as a constitutive knockout of Setd2 in mice causes embryonic lethality due to defects in blood vessel development^19^, and Setd2 is also essential for spermiogenesis and oocyte development in mice^38,39^. Other tissue-specific studies in mice indicate that Setd2 regulates hematopoietic stem cell^40,41^ and bone marrow mesenchymal stem cell functions^42^, V(D)J recombination in lymphocytes^43,44^, as well as endodermal differentiation of embryonic stem cells^45^, though these functions may not necessarily be related to viability of the mice. These observations thus raise a question of how the functional requirements of H3K36me3 and Set2/SETD2 in the specific developmental stages have emerged through the evolution of life from simplicity to complexity. Here, we further explored this issue by using another vertebrate animal model, zebrafish, to investigate the essentiality and function of SETD2 in the development. It is surprising that *setd2* knockout zebrafish is viable and fertile. However, a close comparison between these model organisms suggests that the apparently differential requirements of H3K36me3 and Set2/SETD2 in different organisms are actually well paralleled and likely associated with intrinsic and/or extrinsic stresses experienced by the organisms through development.

## Results

### *setd2*-null zebrafish is viable

To disrupt the function of Setd2 in zebrafish, we designed CRISPR/Cas9 genome editing strategies to target the N-terminal end (mutation within exon 3) or the C-terminal SRI domain (mutation within exon 19) of zebrafish Setd2 protein (Fig. 1a). As a result, three mutant lines were generated. Sequencing results validated that two of them carried frame-shift mutations in exon 3 and therefore were named as E3fs1 and E3fs2, whereas the third carried a frame-shift mutation in exon 19 and was named as E19fs1 (Fig. 1a). We performed RT-qPCR to analyze *setd2* mRNA levels in the embryos of the E3fs1 and E19fs1 lines, and the results showed a dramatic decrease of *setd2* mRNA in the homozygous mutants of E3fs1 but not E19fs1 (Supplementary Fig. S1). These results suggest that the N-terminal frame-shift mutation (in exon 3) could induce nonsense-mediated mRNA decay (NMD), whereas the C-terminal frame-shift mutation (in exon 19) could not, probably due to the short distance between the frame-shit site and the natural stop codon. Therefore, the E19fs1 mutation likely gives rise to a truncated Setd2 without SRI domain, so that the E3fs1 and E19fs1 mutants represent different models in which Setd2 is either completely depleted or inhibited by disrupting the Setd2-RNA pol II interaction.

**Fig. 1:**
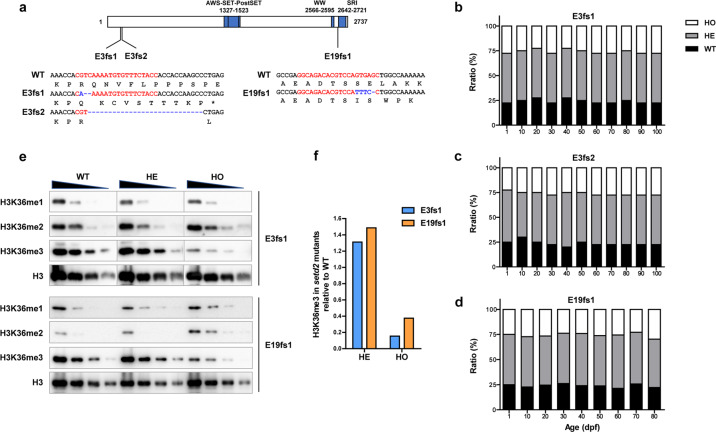
Zebrafish models with *setd2* loss-of-function mutations are viable. **a** Schematic diagram showing domain architecture of zebrafish Setd2 protein and mutated sites of the three mutant lines generated by CRISPR/Cas9 genome editing. The wild-type (WT) *setd2* mRNA is referred to the NCBI Reference Sequence XM_009292184.3. Two mutants contain frame-shift mutations in exon 3 and are therefore named E3fs1 (c.215G>A216_217del; p.R72Qfs*9) and E3fs2 (c.217_244del; p.Q73fs*133), both of which disrupt the majority of the protein. The third mutant contains a frame-shift in exon 19, named E19fs1 (c.7910_7913GTGA>TTTC7914del; p.S2637Ifs*34), which disrupts the C-terminal SRI domain. Genomic sequences and deduced amino acids around targeting sequences in *setd2* are shown. Red letters denote sgRNA-targeting sequences, while blue letters and dotted lines represent mutant sequences. **b–d** Genotype ratios of the WT, heterozygous (HE) and homozygous (HO) progenies, which are produced by self-cross of the three mutants, and their persistence through growth into adult. Note that they all fit the Mendelian Ratio. **e** Immunoblot analysis of the different H3K36 methylation states in the WT, HE and HO embryos of the E3fs1 and E19fs1 mutants. Total H3 was used as a loading control. Embryos at 72 hpf were analyzed. Each sample was loaded in 2-fold serial dilution to facilitate quantification. The immunoblot of the E3fs1 samples was actually analyzed in the same gels/explorations, but the images were rearranged just to fit the loading order in the lower panel. **f** Quantification of H3K36me3 levels in HE and HO relative to WT embryos of the E3fs1 and E19fs1 mutants.

We then analyzed the viability of the *setd2* mutant zebrafish. In contrast to our previous finding that the homozygous *Setd2* knockout mice are embryonic lethal^19^, it is surprising that self-cross of the heterozygous *setd2* mutant zebrafish, for each of the three mutant lines, could produce wild-type, heterozygous and homozygous embryos, and their genotype frequencies perfectly fit the Mendelian ratio (Fig. 1b–d). Furthermore, a follow-up genotyping of each mutant line indicated that this ratio was maintained through the growth from birth to adult (Fig. 1b–d), suggesting that Setd2 is dispensable for embryonic development and growth of zebrafish.

Of special note, a phenomenon called genetic compensation has recently been proposed to explain some very mild or no phenotypes in gene knockout animal models, especially compared with the corresponding gene knockdown models^46^. An important mechanism underlying this phenomenon is transcriptional activation of homologous genes by an NMD-initiated, RNA fragment-mediated recruitment of the histone H3K4-methylating enzymes (e.g., the COMPASS complex) to the promoters of the homologous genes^47,48^. To test whether this mechanism is relevant to our *setd2* mutant zebrafish, we first performed a Morpholino knockdown of Setd2. The results showed that, while the efficiency of Setd2 knockdown was verified by the significant inhibition of the EGFP reporter and the dramatic decrease of H3K36me3 (Supplementary Fig. S2a–c), the morphant embryos developed and grew normally (Supplementary Fig. S2b, d). We then performed RT-qPCR to examine whether the homologous genes of *setd2* was upregulated in the E3fs1 mutant, which exhibited NMD as described above. The results showed that the mRNA levels of the *setd2* homologues, including *ash1l*, *nsd1a*, *nsd1b*, *nsd2* (*whsc1*) and *nsd3* (*whsc1l1*), were not changed in the homozygous and heterozygous E3fs1 embryos, compared with the wild-type (Supplementary Fig. S3). Thus, these results suggest that the genetic compensation mechanisms may not be applicable to our observation of the non-essentiality of Setd2 in zebrafish viability.

Next, to determine the H3K36 methylation levels in the *setd2* mutant zebrafish, we performed immunoblot analysis of the embryos at 72 hour post fertilization (hpf) with methylation state-specific antibodies. The results showed that H3K36me3 was dramatically decreased in both E3fs1 and E19fs1 homozygous mutants, compared with the wild-type and heterozygous, whereas their H3K36me1 and H3K36me2 remained intact (Fig. 1e, f). These patterns are exactly the same as what we previously observed in the *Setd2* knockout mouse embryos^19^. The loss of H3K36me3 provides another line of evidence to exclude the genetic compensation effect and, in combination with previous studies, these results demonstrate that, while the specific role of Setd2 as the major enzyme for H3K36me3 is evolutionarily conserved, the functions of Setd2 and H3K36me3 are differentially required for the viability of different vertebrate animals.

### Unlike mouse, zebrafish vascular development is not impaired by loss of *setd2*

Formation of blood vessels is a critical event both in the evolution from simple to complex species^1^ and in the development from the earliest non-vascular embryo, which receives nutrition by diffusion, to the highly vascular organism capable of quickly redistributing nutrition throughout the body^49^. Consistent with this notion, blood vessel development is induced, and tightly regulated, by various nutrient stresses such as hypoxia and amino acid starvation. In mammals, Setd2 plays an important role in this process, and loss of Setd2 leads to embryonic lethal at embryonic day (E) 10.5–11.5 due to a failure of embryonic vascular remodeling^19^. In sharp contrast, the homozygous *setd2* mutant zebrafish can grow through the embryogenetic stage without apparent abnormalities; whole-mount in situ mRNA hybridization analysis with organ-specific markers indicated that their major organs, including liver (marked by *lfabp*), intestine (*ifabp*), thymus (*rag1*), heart (*cmlc2*), pancreas (*trypsin*), and pancreatic islet (*insulin*), are completely normal in the shape, size, location and developing stage (Fig. 2a) (analyses of the three mutant lines produced similar results; herein shown is E3fs1, which will be used as the default setd2 loss-of-function model in the following parts of the manuscript).

**Fig. 2:**
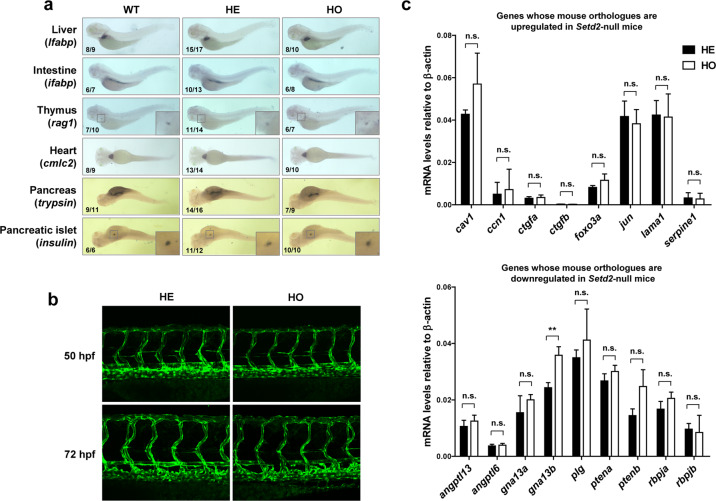
Normal organogenesis and vascular development in the *setd2*-null zebrafish. **a** Normal development of the major organs as indicated by whole mount in situ mRNA hybridization with specific markers (written in parentheses) in the embryos of indicated genotypes at 3 dpf. The numbers of embryos used in each staining experiment and of those showed the presented patterns are labelled as denominators and numerators, respectively. **b** Normal vascular development as indicated by confocal microscopy images of *flk1:EGFP*-labelled blood vessels in the trunk of the heterozygous and homozygous *setd2* mutants at 50 and 72 hpf. **c** RT-qPCR analysis of the expression levels of representative vasculogenic genes, whose mouse orthologs have been known to be up- and downregulated in *Setd2* knockout mice^19^. The analyzed *setd2* mutant zebrafish embryos were at 72 hpf. In **b**, **c**, the embryos were produced by a cross between heterozygous and homozygous zebrafish so that the WT could only be analyzed separately and therefore was not shown. **P < 0.01; n.s., not significant.

We then closely analyzed the blood vessel development in the *setd2*-null embryos. An important tool for studying zebrafish blood vessels is the transgenic line Tg(*flk1:EGFP*), in which the blood vessels are labelled with the enhanced green fluorescent protein (EGFP) driven by the vascular endothelial cell-specific *flk1* promoter^50^. Therefore, we crossed between this Tg(*flk1:EGFP*) line and our *setd2*-null mutant, and fluorescent microscope imaging of the EGFP-expressing embryos at different stages showed that the loss of Setd2 did not impair the vascular development in zebrafish (Fig. 2b). To further clarify this issue at molecular level, we performed RT-qPCR to analyze the vasculogenic genes whose mouse orthologues had been known to be up- or downregulated in the *Setd2* knockout mice^19^. The results showed that none of these genes were altered by loss of Setd2 in zebrafish (Fig. 2c), thus further supporting that, unlike mouse, zebrafish does not require Setd2 function in their vascular development.

### Nutrition-dependent, reversable smaller body size of *setd2*-null zebrafish

While the *setd2* mutant zebrafish embryos have normal blood vessel development and organogenesis, the adult homozygous growing in the regular culture condition were found to have notably shorter body length, but without any developmental retardation at specific stage, compared with the heterozygous and wild-type siblings (Fig. 3a). This difference could be significantly measurable after 45 day post fertilization (dpf) (Fig. 3b) and, accordingly, the body weight of the homozygous were also lower than the heterozygous and wild-type siblings, which was started to be significantly measurable by an analytical balance as early as 25 dpf (Fig. 3c). Consistent with previous reports that the domesticated zebrafish strains (e.g., the herein used Tübingen strain) lack the natural sex-determination system^51^, and that their rapid growth can increase the proportion of female^52^, we found that the homozygous *setd2* mutants had much smaller number of female under regular culture condition. Nonetheless, there was no obvious difference in food intaking or swimming behaviors between the mutants and the wild-type, as indicated by comparable frequencies of bite, areas of swimming, and involuntary tail movements, although these measurements could not exclude other ethological differences such as ability or willingness of competition, which may play a role in these phenotypes.

**Fig. 3:**
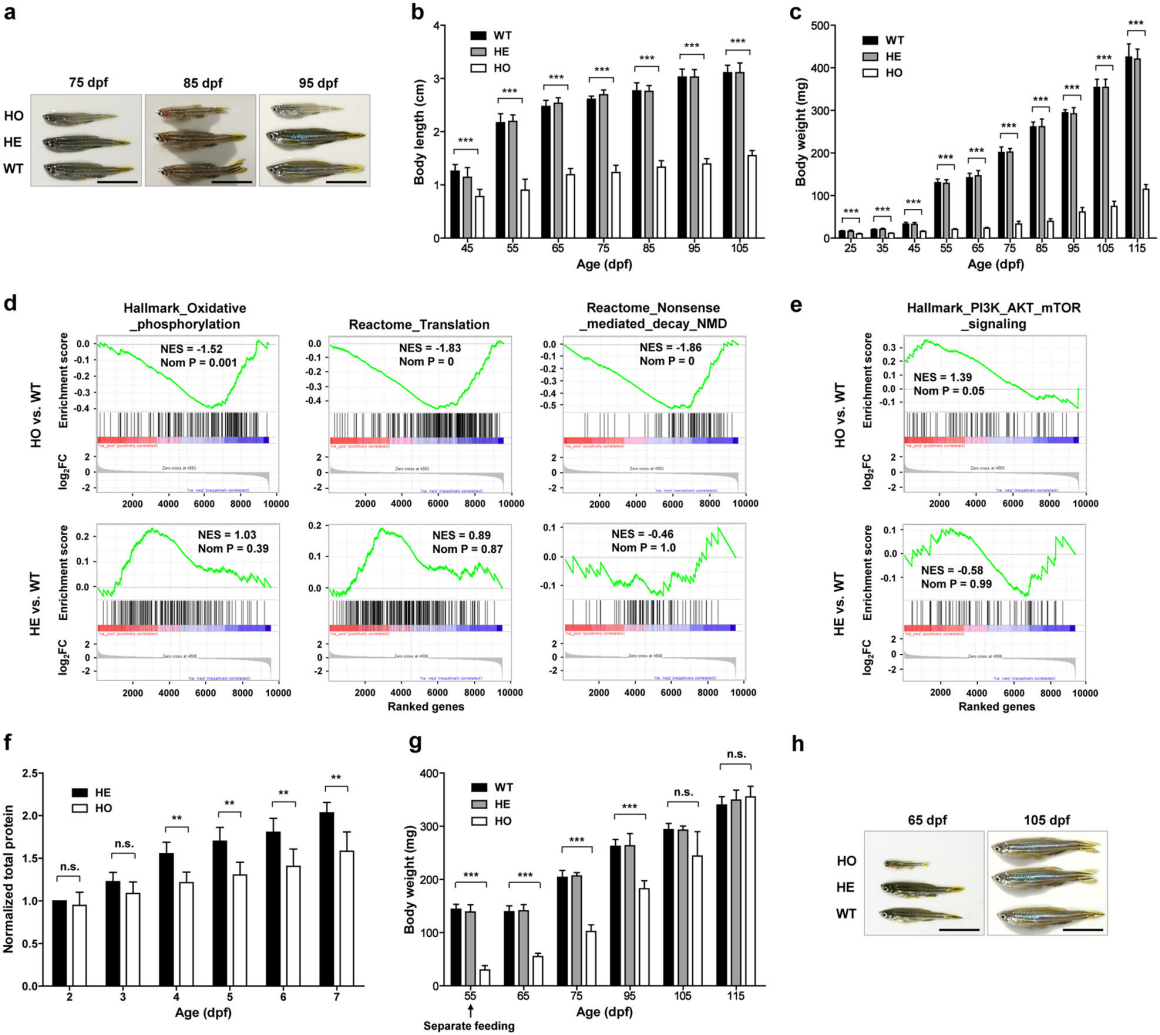
Nutrition-dependent, reversable smaller body size of the *setd2*-null zebrafish. **a** Photographs of representative wild-type and *setd2* mutant zebrafish growing in regular culture condition. **b**, **c** Quantification and statistical analysis of body length and body weight of the wild-type and *setd2* mutant zebrafish of indicated ages. **d** Gene set enrichment analysis (GSEA) of RNA-seq data of the embryos at 36 hpf, showing that the genes related to energy metabolism, protein translation, and NMD are depleted in the homozygous but not the heterozygous *setd2* mutant embryos, compared with the wild-type. **e** Activation of the PI3K-AKT-mTOR signaling pathway in the homozygous *setd2* mutant embryos. **f** Quantification of total protein levels of individual dechorionated and deyolked embryos at early ages. **g** Rescue of the small body size phenotype by a separate feeding strategy started at 55 hpf. **h** Photographs of representative wild-type and *setd2* mutant zebrafish growing in the separate feeding condition as in **g**. In **a**, **h**, scale bars = 1 cm. In **b**, **c**, **f** and **g**, data are showed as means ± SD; two-tailed *t*-test; ***P < 0.001; **P < 0.01; n.s., not significant.

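RNA-seq data were available for 3 libraries of whole zebrafish embryos at 36 hpf, 1 library for each genotype, so no difference between genotypes has a replicate check and no p-value across genes is given. The labels name the libraries homozygous, heterozygous and wild-type for setd2, without the mutant line. The line that the paper uses by default is E3fs1, which carries a frame-shift mutation in the exon that gives it its name. The paper describes stranded mRNA libraries, whereas the sample labels name other library kits, and whether strand was used in the counting is not known. The authors extracted total RNA, mapped the reads to the GRCz10 genome with TopHat and deposited the number of reads on each of 32520 genes together with FPKM values. The counts summed to 13340950 in the library labelled wild-type, 12760683 in the library labelled heterozygous and 14160325 in the library labelled homozygous. These counts were scaled by edgeR's TMM method and compared as log2 ratios of CPM (counts relative to the scaled library total), with a prior count of 2, over the 18966 genes with a mean of at least 10 counts. With this scaling, the median log2 ratio of all tested genes was −0.0044 for homozygous against wild-type and 0.0065 for heterozygous against wild-type. Other scalings, the deposited FPKM values and other count filters were tried as alternatives, and these alternatives and the gene lists were set before the data were examined.

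The targeted gene was examined first. The gene setd2 (ENSDARG00000062244, exonic length 11279 bases) had 1348 counts in the library labelled wild-type, 1380 in the library labelled heterozygous and 2087 in the library labelled homozygous. This was 101 CPM of the unscaled total (exact Clopper-Pearson 95% interval 95.7 to 107) in the library labelled wild-type, 108 (103 to 114) in the library labelled heterozygous and 147 (141 to 154) in the library labelled homozygous. The log2 ratio of homozygous against wild-type was 0.55, with a 95% interval for counting error of 0.45 to 0.65, and that of heterozygous against wild-type was 0.12 (0.016 to 0.23). setd2 mRNA was therefore highest in the library labelled homozygous, and the direction of each difference given for this experiment rests on the labels. Intervals on counts cover counting error only and compare these libraries, not the genotypes. Among these alternatives, the log2 ratio of setd2 between the libraries labelled homozygous and wild-type moved most with the deposited FPKM values and a pseudocount of 1, to 0.50, and it was 0.49 with the trend over gene length removed, a step that was not among them.

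**Figure D1:**
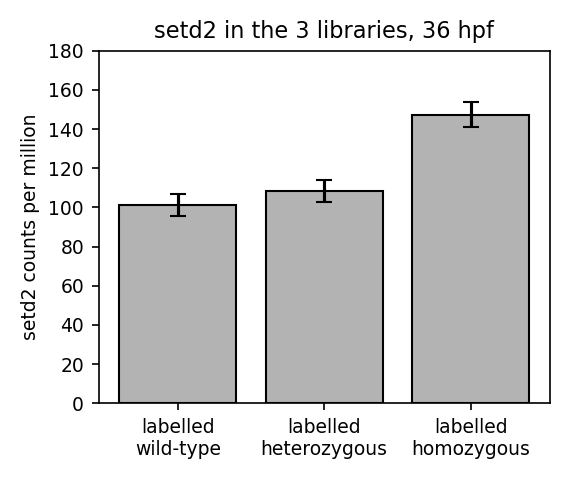
CPM of setd2 (vertical axis) in the 3 libraries at 36 hpf, 1 bar per library, with exact 95% intervals for counting error. The library labelled homozygous reached 147, above the intervals of the other libraries.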

To understand the underlying mechanism of how the *setd2* deficiency causes this small body size phenotype, we performed RNA-seq analysis of the homozygous, heterozygous and wild-type littermate embryos at 36 hpf. The age of 36 hpf was chosen because at such an early stage the mutant phenotype has not emerged, and the nutrition supplied by the yolk is sufficient to support the growth of the embryo, so that the altered molecular mechanism at this stage may function as a cause rather than a consequence of the phenotype. Indeed, our gene set enrichment analysis (GSEA) of the RNA-seq data revealed that the genes associated with oxidative phosphorylation and protein translation are significantly depleted in the homozygous, but not the heterozygous, *setd2* mutant embryos, compared with the wild-type (Fig. 3d, left and middle). 

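The genes of oxidative phosphorylation were represented by 86 tested nuclear genes and those of translation by 174 tested genes for cytosolic ribosomal proteins, translation factors and aminoacyl-tRNA synthetases, in lists written from gene symbols. The Hallmark and Reactome lists of Fig. 3d were not used here. Between the library labelled homozygous and the library labelled wild-type, the median log2 ratio of the oxidative phosphorylation genes was −0.13 (95% interval of the median −0.15 to −0.11), and 74 of the 86 genes were lower. The difference exceeded counting error for 45 of the lower genes and for 1 of the higher genes. None of 10000 random lists of the same size and similar expression had a median as low. Between the libraries labelled heterozygous and wild-type, the median was 0.063 (0.036 to 0.082), and 64 of these genes were higher.

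The translation genes had a median log2 ratio of −0.097 (−0.13 to −0.076) between the libraries labelled homozygous and wild-type, and 138 of them were lower. The corresponding value for the libraries labelled heterozygous and wild-type was 0.021 (0.0098 to 0.040), which changed sign to −0.0063 with scaling by total counts. Random lists matched on both expression and exonic length had a typical median of 0.067 in this heterozygous comparison, and 0 were as low as the translation genes. For homozygous against wild-type the typical median was −0.022, and 0 were as low. Within the translation list, the 89 cytosolic ribosomal proteins shifted most between the libraries labelled homozygous and wild-type. Their median was −0.14 (−0.16 to −0.13), and 86 genes were lower. The 64 translation factors had a median of −0.033 (−0.076 to −0.011) and the 21 aminoacyl-tRNA synthetases a median of 0.012 (−0.054 to 0.084). Among the most abundant genes, atp5f1b had 12957 counts in the library labelled wild-type, 13141 in the library labelled heterozygous and 12694 in the library labelled homozygous, a log2 ratio of −0.11 for homozygous against wild-type. The ribosomal protein gene rpsa, with 32535, 32029 and 32173 counts in the same order, had a log2 ratio of −0.10, and the elongation factor gene eef1a1l1 one of 0.022.

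The normalized enrichment score was computed from the log2 ratios of all tested genes, with the SD over resamples of the list members as its error. For the libraries labelled homozygous and wild-type it was −1.72 ± 0.14 (SD over resamples) for oxidative phosphorylation and −1.68 ± 0.099 for translation. For the libraries labelled heterozygous and wild-type it was 0.91 ± 0.33 and 0.80 ± 0.12. Among the alternatives, a minimum mean of 100 counts moved the scores of the homozygous comparison most, to −2.38 and −2.32. Shorter genes were lower in the library labelled homozygous in general. With the trend over gene length removed, a step added after the values were seen, the median of the oxidative phosphorylation genes was −0.083 and their score −1.11.

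**Figure D2:**
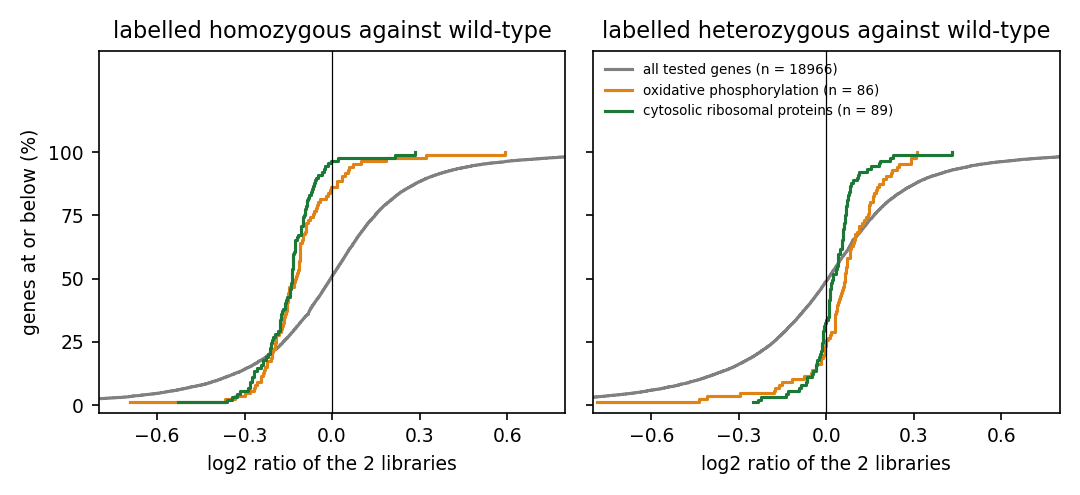
Cumulative percentage of genes (vertical axis) by log2 ratio of the libraries (horizontal axis) for homozygous against wild-type (left) and heterozygous against wild-type (right), drawn for the 18966 tested genes, the 86 oxidative phosphorylation genes and the 89 cytosolic ribosomal protein genes. The curves of both lists lie to the left of 0 for most of their genes in the left panel and to the right of 0 in the right panel, where the median of the ribosomal proteins, 0.024, changes to −0.0030 with scaling by total counts.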

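Genes associated with nonsense-mediated decay were examined as a list of 118 tested genes that joined the cytosolic ribosomal proteins with 29 decay factors, 6 of which are also translation factors, and the decay factors were also examined alone. The joined list had a median log2 ratio of −0.13 (95% interval −0.14 to −0.099) between the libraries labelled homozygous and wild-type, with 102 of its genes lower, and none of the random lists of similar expression was as low. Between the libraries labelled heterozygous and wild-type its median was 0.020 (0.0080 to 0.045), and −0.0073 with scaling by total counts. Lists matched on both expression and exonic length had a typical median of 0.072 for heterozygous against wild-type and −0.036 for homozygous against wild-type. In each case 0 of them were as low as the joined list. The normalized enrichment scores were −1.65 ± 0.12 and 0.60 ± 0.30 (SD over resamples) for these comparisons. The decay factors alone had a median of −0.0053 (−0.072 to 0.096) between the libraries labelled homozygous and wild-type, with 16 genes lower and 13 higher, and a normalized enrichment score of 0.67 ± 0.49. Their difference exceeded counting error for 4 lower and 6 higher genes. The most abundant decay factor, pabpc1a, had a log2 ratio of 0.00050 between these libraries, and pnrc2 one of 0.23 (counting interval 0.18 to 0.27).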

Meanwhile, as it has been shown that inhibition of NMD acts as an important compensatory response to amino acid starvation^53^, we indeed found that the NMD-associated genes were also significantly downregulated in the *setd2*-null embryos (Fig. 3d, right), which, as reported^53^, could promote amino acid homeostasis by selectively retaining the transcripts with amino acid metabolism functions. Thus, these results suggest that the decreased activities of energy metabolism and protein synthesis have already been evident in the *setd2*-null embryos at early stage. Furthermore, we also found that the PI3K/AKT/mTOR signaling pathway was considerably activated in the *setd2*-null embryos (Fig. 3e), which possibly could improve the survival and growth of the *setd2*-null embryos that were suffering insufficient energy metabolism and protein synthesis, likely through the capacity of the PI3K/AKT/mTOR axis for sensing and responding to these stresses^54^. 

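The library labelled homozygous was also compared with the library labelled heterozygous, a comparison that does not use the wild-type library. The median log2 ratio was −0.19 (95% interval −0.22 to −0.16) for oxidative phosphorylation, −0.13 (−0.14 to −0.10) for translation and −0.18 (−0.19 to −0.16) for the cytosolic ribosomal proteins. The 74 mitochondrial ribosomal proteins had a median of −0.20 (−0.25 to −0.17) here and of −0.11 (−0.14 to −0.081) against the library labelled wild-type. For the 13 oxidative phosphorylation genes encoded in the mitochondrial genome, the median against the library labelled heterozygous was −0.095 (−0.16 to 0.050), with 10 genes lower and 3 higher. Against the library labelled wild-type it was 0.018 (−0.047 to 0.062). The 19 genes of the tricarboxylic acid cycle had medians of −0.071 (−0.092 to −0.0035) and −0.017 (−0.094 to 0.046) in the same order. Against heterozygous, 15 of them were lower and 4 higher. Random lists matched on expression and exonic length had typical medians there of −0.157 for the mitochondrial genes and −0.054 for the cycle.

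Random lists matched on both expression and exonic length were shifted in the same direction, with a typical median of −0.065 for lists matched to oxidative phosphorylation and −0.045 for lists matched to the cytosolic ribosomal proteins in the comparison of homozygous with wild-type. Of 10000 such lists, 2 were as low as the oxidative phosphorylation genes and 0 as low as the ribosomal proteins. In the comparison of homozygous with heterozygous, the typical medians of the matched lists were farther from 0, at −0.127 for oxidative phosphorylation and −0.130 for the ribosomal proteins. There, 3 and 0 of the matched lists were as low. In the comparison of heterozygous with wild-type, 6350 of the matched lists were as low as the oxidative phosphorylation genes, and 0 were as low as the ribosomal proteins.

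Across all genes, 454 had a log2 ratio at or past 1 in either direction between the libraries labelled homozygous and wild-type, with 200 higher and 254 lower in the library labelled homozygous. This number was 510 for heterozygous against wild-type and 511 for homozygous against heterozygous. From the depletion of the 2 groups of genes in the homozygous but not the heterozygous embryos, at a stage before the phenotype appears, the paper proposes that energy metabolism and protein synthesis are already reduced in the early embryo (Fig. 3d).

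**Figure D3:**
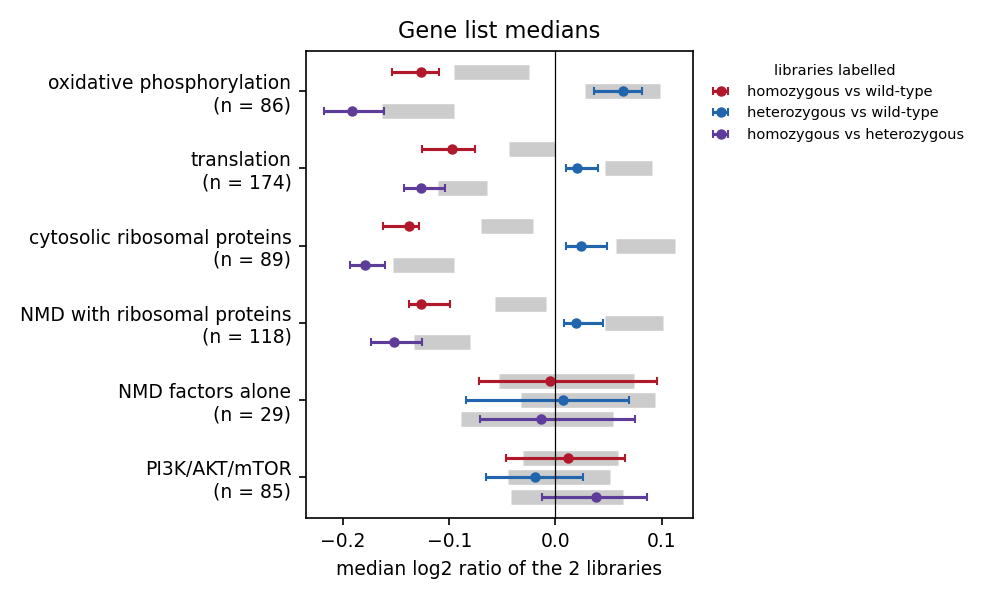
Median log2 ratio (horizontal axis) of the 6 gene lists for each pair of libraries, with 95% intervals of the median. Each grey bar spans the central 95% of the medians of 10000 random lists matched on expression and exonic length. The oxidative phosphorylation median of homozygous against wild-type, −0.13, lies to the left of its bar.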

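The PI3K/AKT/mTOR pathway was represented by 85 tested genes of a list written from gene symbols, and the Hallmark list of Fig. 3e was not used here. Between the libraries labelled homozygous and wild-type, 46 of these genes were higher and 39 lower, and their median log2 ratio was 0.011 (95% interval −0.046 to 0.066). This difference was not detectable with these libraries. Of the random lists of similar expression, 6091 of 10000 had a median as low or lower. The difference exceeded counting error for 7 higher and 8 lower genes. Between the libraries labelled heterozygous and wild-type the median was −0.019 (−0.065 to 0.026), and between the libraries labelled homozygous and heterozygous it was 0.038 (−0.013 to 0.086), with 51 genes higher. The last interval excluded 0 with scaling by total counts, with a median of 0.060 (0.0096 to 0.11), and with FPKM values and a pseudocount of 1 (0.053, 0.0085 to 0.098) or 0.1 (0.060, 0.0089 to 0.11). With scaling by total counts, the interval of heterozygous against wild-type also excluded 0, with a median of −0.046 (−0.092 to −0.00045), and reached 0 with the FPKM values. The normalized enrichment score was −0.60 ± 0.50 (SD over resamples) for homozygous against wild-type and −0.996 ± 0.22 for heterozygous against wild-type. With 1 gene kept per base symbol, the score for homozygous against wild-type changed sign, to 0.40. Among its most abundant genes, eif4ebp2 was higher in the library labelled homozygous than in the library labelled wild-type, with a log2 ratio of 0.10 (counting interval 0.035 to 0.17), as was gsk3ab with 0.22 (0.13 to 0.30), whereas ptena, with 0.048 (−0.038 to 0.13), was within counting error.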

Interestingly, a direct cross-species comparison of the gene expression regulated by loss of *Set2*/*Setd2* showed similar patterns in the yeasts under nutrient stress and the zebrafish and mouse embryos (Supplementary Fig. S4 and data not shown), which suggests an evolutionary conservation of these mechanisms.

Based on these possible mechanisms, we made two hypotheses: (i) a reduction of protein synthesis could be an early symptom that associates with the smaller body size of the *setd2*-null embryos; and (ii) an increase of nutrition supply may rescue, at least to a certain degree, this mutant phenotype. To test these hypotheses, we first quantified the total protein levels of individual embryos at different stages and compared between the *setd2*-null embryos and the siblings. As a result, it was as early as 4 dpf when the significantly different total protein levels of individual embryos were detectable (Fig. 3f), which suggests that the reduced protein synthesis indeed occurs very early, although it seems not severely affect the embryogenesis. We then performed a separate culturing and feeding strategy to increase nutrition and to prevent competition between the embryos. The results showed that this strategy largely rescued the small body size phenotype of the *setd2*-null embryos. Furthermore, a decrease of rearing density in mixed culture could also diminish the body size difference of the homozygous *setd2* mutants compared with the wild-type and the heterozygous siblings (Supplementary Fig. S5). Meanwhile, the proportion of female of the homozygous *setd2* mutants was also increased in these conditions. To explore the mechanism underlying this rescue effect, we performed RNA-seq analysis of the livers of the rescued and the control zebrafish. The results revealed that the genes associated with metabolism and protein synthesis were upregulated (Supplemental Fig. 6 and data not shown), which suggests an overactivation of these pathways in the *setd2*-null zebrafish that received increased nutrition. These results may explain why the small body size phenotype can be rescued in these conditions. Notably, the liver was chosen for this analysis because it provides relatively homogenous tissue and is easily obtainable. However, the upregulation of the metabolism- and protein synthesis-related genes is unlikely restricted to liver but possibly occurs in many tissue/cell types. Lastly, It is also notable that, even though the separate culture was applied at a late timepoint (e.g., 55 dpf) when the mutant phenotype had already been established, this phenotype could still be rescued (Fig. 3g, h). Taken together, these results strongly suggest that the small body size phenotype of the *setd2*-null zebrafish is likely associated with metabolic mechanisms, and that this phenotype is reversable and dependent on the nutrition supply.

### *setd2*-null zebrafish are fertile in both male and female

We then investigated the reproductive functions of the *setd2*-null zebrafish. In contrast to the previous findings that the mouse *Setd2* is required for sperm and oocyte development^38,39,55^, and that the germ cell-specific *Setd2* knockout mice are sterile^38,39^, we surprisingly observed that both male and female homozygous *setd2*-null zebrafish could produce a number of progenies, suggesting that their reproductive functions should remain intact. To clarify this issue closely, we examined the reproductive processes of the *setd2*-null zebrafish ranging from germ cell development to fertilization. We first analyzed the primordial germ cells (PGCs), the precursors of both sperm and oocyte, by whole mount in situ mRNA hybridization with the germ cell-specific marker *vasa* (also known as *ddx4*)^56,57^. The results showed that the formation, migration, and number of PGCs in the homozygous *setd2*-null zebrafish were normal, as compared with those in the sibling controls (Fig. 4a). We then performed histological analysis of their testes and ovaries. Unlike the spermiogenic arrest caused by *Setd2* deficiency in mice^38^, our H&E staining of the testes of the adult *setd2*-null zebrafish showed that the lobular cavities were filled with morphologically normal mature sperms, which aligned tightly and in proper order with their precursor cells (Fig. 4b). Quantification of the different cell types showed normal percentages of the spermatogonia, spermatocytes and spermatozoa in the testes (Fig. 4c). Meanwhile, H&E staining of the ovaries of the *setd2*-null zebrafish also showed normal morphology and percentages of the oocytes at different stages, compared with the sibling controls (Fig. 4d, e). Furthermore, given that some germ cell-specific genes have been shown to be expressed in specific stages of spermatogenesis, we performed RT-qPCR analysis of several of these genes, including *amh* (Sertoli cells)^58^, *ziwi* (also known as *piwil1*; type A spermatogonia)^59^, *sycp3* (spermatocytes)^60^, *cyp11c1* (Leydig cells)^61,62^, as well as the germ cell markers *vasa*^56,57^ and *dnd*^63^, in the adult testes. The results showed that all these genes were expressed normally in the *setd2*-null zebrafish compared with the sibling controls (Fig. 4f). Lastly, to determine whether the *setd2* loss could affect the function of the sperms and oocytes, the homozygous and heterozygous *setd2* mutant, as well as the wild-type, sperms and oocytes were subjected to in vitro fertilization with wild-type oocytes and sperms, respectively, and the successful fertilization rate was indicated by formation of blastodisc. As a result, for both sperms and oocytes, the groups of different genotypes showed similar fertilization rates (Fig. 4g, h), thus suggesting that the setd2-null sperms and oocytes are fully functional in the fertilization.

**Fig. 4:**
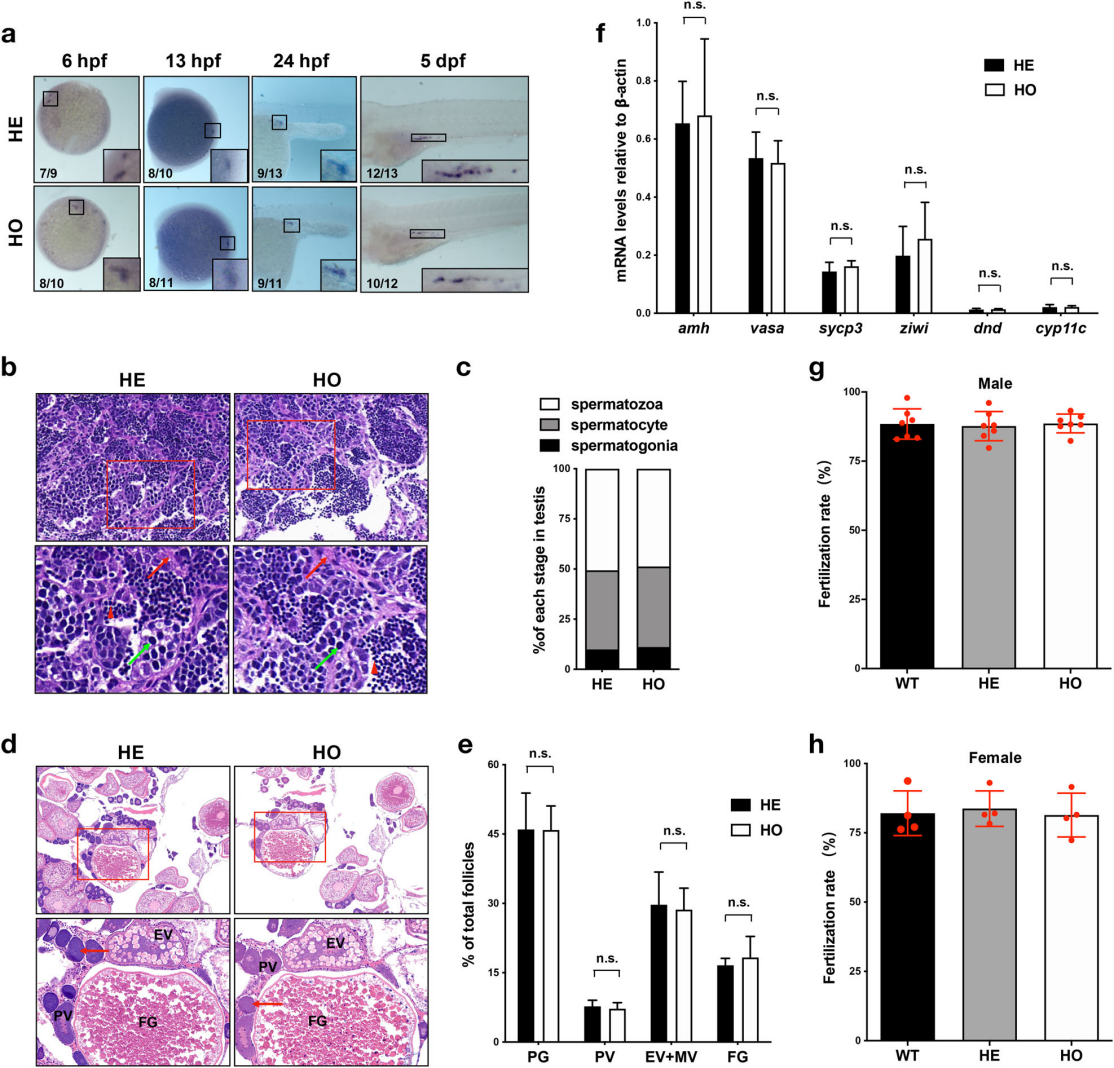
Normal germ cell development and fertilization of the male and female *setd2*-null zebrafish. **a** Whole mount in situ hybridization with *vasa* showing the PGCs in the homozygous (HO) and heterozygous (HE) *setd2* mutants at indicated stages. **b** H&E staining of the testes of adult *setd2* mutant zebrafish at 3.5 month-post-fertilization (mpf). The boxed areas in the upper panels are magnified in the lower ones. Red and green arrows and red arrowheads denote spermatogonia, spermatocyte, and spermatozoa, respectively. **c** Quantification of the indicated cell types showing normal percentages of the spermatogonia, spermatocyte and spermatozoa in the testes of the *setd2*-null zebrafish. **d** H&E staining of the ovaries of adult *setd2* mutant zebrafish at 3.5 mpf. The boxed areas in the upper panels are magnified in the lower ones. Red arrows denote the oocytes at primary growth stage (PG). PV, previtellogenic stage; EV, early vitellogenic stage; FG, full-grown stage. **e** Quantification of the indicated developmental stages, showing their normal pecentages in the total follicles. **f** RT-qPCR analysis of the germ cell-specific genes in the adult testes of *setd2* mutant zebrafish. **g**, **h** The ratio of successful fertilization by *setd2*-null male (sperm) and female (oocyte) with wild-type oocyte and sperm, respectively, in the in vitro fertilization assay. In **e**–**h**, data are showed as means ± SD. n.s., not significant.

### Maternal *setd2* regulates survival rate of zebrafish embryos

We then examined whether the second generation of *setd2*-null zebrafish has any defect in their development. Interestingly, although a large number of the second generation of progenies could be produced by the *setd2*-null parents, we observed that, if the oocytes were derived from a homozygous *setd2* mutant female, the fertilized embryos (i.e., the second generation) would have a decreased survival rate, which was regardless of the genotypes of the embryos as homozygous or heterozygous, even if the paternal genome was wild-type (Fig. 5a). In contrast, this decrease of survival rate was not seen in the mating between homozygous *setd2* mutant sperms and wild-type oocytes (Fig. 5b). This finding was further validated by a comparison of four mating relationships between the heterozygous and homozygous *setd2* mutants, which confirmed that, for example, the mating between homozygous oocytes and heterozygous sperms (HO♀ × HE♂), but not the opposite mating relationship (HE♀ × HO♂), led to the decreased survival rate (Fig. 5c).

**Fig. 5:**
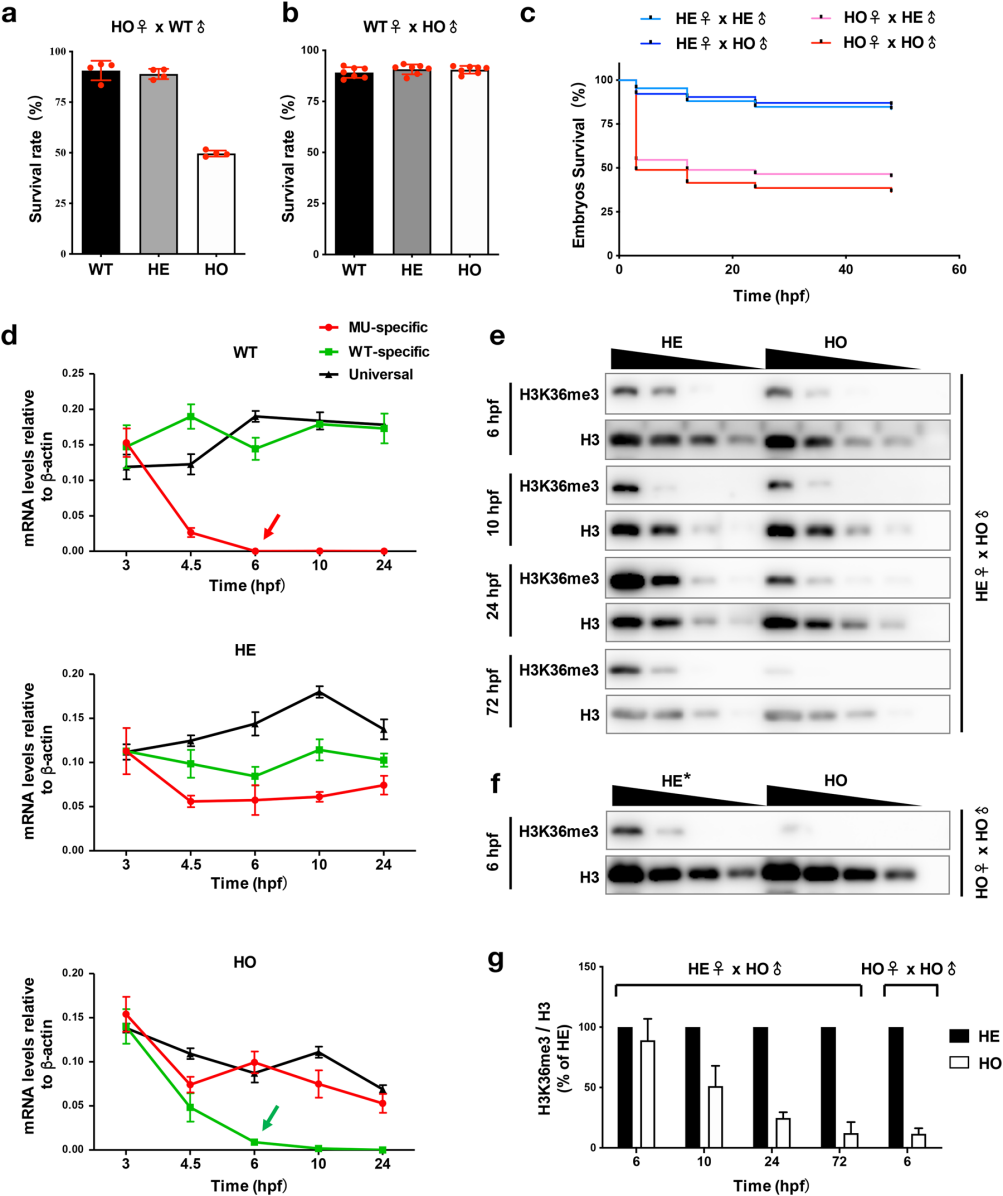
Maternal *setd2* regulates survival rate of zebrafish embryos. **a** Decrease of survival rate of the embryos produced by *setd2*-null (homozygous setd2 mutant) female and wild-type male zebrafish. **b** Normal survival rate of the embryos produced by *setd2*-null male and wild-type female zebrafish. **c** A direct comparison among the four mating relationships between the homozygous and heterozygous parents. Note that only the *setd2*-null female could determine the survival rate, regardless of the mating patterners. **d** Allele-specific RT-qPCR analysis of the wild-type and mutant *setd2* mRNAs along the development of the embryos of indicated genotypes. The red and green arrows denote the degradation of maternally deposited, mutant and wild-type alleles of *setd2* mRNAs in the wild-type and homozygous *setd2* mutant embryos, respectively. **e** Immunoblot analysis of H3K36me3 levels in the heterozygous and homozygous *setd2* mutant embryos that carry maternal *setd2*. Blots of histone H3 were used as loading controls. Each sample was loaded in 2-fold serial dilution. Note the gradual decrease of H3K36me3 along the 72 h of development. **f** Immunoblot analysis of H3K36me3 in the homozygous *setd2* mutant embryos in the absence of maternal *setd2*. Note that the control heterozygous embryos were impossible to be the littermate, therefore being labelled as “HE*”, because no heterozygous progeny could be produced by homozygous parents. Instead, the control heterozygous embryos were produced by crossing between homozygous male and wild-type female, and their H3K36me3 levels had been confirmed to be comparable with the “HE” use in **e**. **g** Quantification of the H3K36me3 levels in the indicated embryos based on the immunoblot results as shown in **e**, **f**.

A possible explanation of these observations is that *setd2* is maternally deposited in the oocytes, which must play an important role in supporting a high survival rate of the fertilized embryos. Indeed, our previous genome-wide developmental expression profiling studies have identified *setd2* as one of the maternal histone methyltransferases in zebrafish^64^. As the herein generated *setd2* mutant zebrafish carry maternal *setd2* mRNAs that are distinguishable from the zygotic ones by allele-specific RT-qPCR (i.e., the wild-type embryos carry maternally deposited mutant *setd2* mRNA, and the homozygous *setd2* mutant embryos carry wild-type mRNA), they provide an ideal model to further verify the deposition, function, and degradation of the maternal *setd2* mRNAs during embryonic development. To this end, we designed PCR primers that could specifically detect the wild-type or the mutant *setd2* mRNAs (Supplementary Fig. S7) and analyzed the embryos at different stages. The results showed that the maternal *setd2* mRNA, both wild-type and mutant, were indeed present in the embryos and were significantly degraded by 6 hpf (Fig. 5d). Furthermore, immunoblot analysis of H3K36me3 levels in the *setd2* mutant embryos also showed a trend toward decrease of H3K36me3 in the homozygous embryos that carried maternal *setd2* mRNA and protein, and this decrease was much slower than the *setd2* mRNA degradation (Fig. 5e). In contrast, in the embryos that were produced by homozygous parents and thus carried no maternal *setd2* mRNA/protein, the H3K36me3 was quickly decreased (Fig. 5f). Therefore, this comparison suggests that, compared with the actively degraded *setd2* mRNA, it takes more time to degrade the maternally deposited or maternal mRNA-translated Setd2 protein. Taken together, these results are strongly supportive of the existence and the potential function of the maternal *setd2* in the embryonic development.

### Loss of maternal *setd2* causes a developmental delay at maternal-to-zygotic transition

Previous mouse studies have shown that the maternal *Setd2* is absolutely required for proper zygotic genome activation (ZGA), and maternal depletion of *Setd2* causes an arrest of development at 1-cell stage when the ZGA is initiating^39^. In zebrafish, ZGA occurs when the embryo generates ~1000 (1k) cells at 3 hpf, which is called maternal-to-zygotic transition (MZT). The apparently normal embryogenesis of many embryos that lack maternal *setd2* (i.e., the second-generation progenies produced by *setd2*-null female; herein written as *setd2*^mNull^) indicated that the loss of maternal *setd2* in zebrafish does not cause a complete arrest at MZT. However, we found that, while the *setd2*^mNull^ embryos could keep the pace of the wild-type embryos to develop to the 1k-cell stage at 3 hpf, they exhibited a short delay afterward (Fig. 6a). In particular, when the wild-type embryos reached the oblong stage at 3.7 hpf, the *setd2*^mNull^ embryos still remained at the high stage (Fig. 6a) and, subsequently, the *setd2*^mNull^ embryos consistently showed a significant delay equivalent to 0.5–1 h of normal development^65^, compared with the wild-type embryos (Fig. 6a). These results suggest that this developmental delay of the *setd2*^mNull^ embryos is tightly associated with MZT. Notably, a similar phenotype has been observed in the zebrafish embryos that lack maternal Ythdf2, and m^6^A-binding protein^66^, thus suggesting a potential link between Setd2/H3K36me3 and m^6^A mRNA modification in the regulation of MZT.

**Fig. 6:**
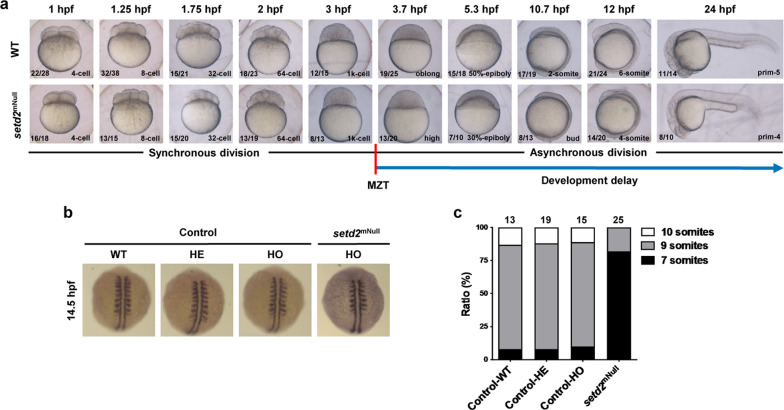
Loss of maternal *setd2* causes a developmental delay at MZT. **a** A comparison between the wild-type (WT) and the maternal *setd2*-depleted (*setd2*^mNull^) embryos of indicated ages. The actual developing timepoints (in hpf) of the embryos are written on top, whereas the morphological stages are labelled in the lower right corners of the images. The red vertical bar denotes the MZT, which occurred after 3 hpf or 1k-cell stage, and the blue arrow denotes the developmental delay after MZT, as indicated by asynchronous division of the embryos. The numbers of embryos analyzed at each time point and of those showed the presented developmental stage are labelled as denominators and numerators, respectively. **b** Different somite numbers of the *setd2*^mNull^ embryos compared with control embryos carrying maternal *setd2*. The control embryos with different genotypes were produced by self-crossing of heterozygous *setd2* mutant zebrafish. The somites were labelled by whole mount in situ mRNA hybridization with *myod*. **c** Ratios of the *setd2*^mNull^ and control embryos having indicated numbers of somites. The numbers labelled on the top denote the numbers of embryos analyzed for each group in **b**, **c**.

To further confirm this phenotype, and to exclude the possibility that the loss of zygotic *setd2* (i.e., in the homozygous *setd2* mutant) may also contribute to this developmental delay, we compared the *setd2*^mNull^ embryos and the embryos produced by self-crossing of the heterozygous setd2 mutant; we also performed whole-mount in situ hybridization analysis of *myod*, which is specifically expressed in the somites and thus can be used to define developmental stages^67^. The results showed that, in the presence of maternal setd2, the wild-type, heterozygous and homozygous *setd2* mutant embryos at 14.5 hpf could normally reach 9-somite stage, whereas most of the *setd2*^mNull^ embryos remained at 7-somite stage (Fig. 6b, c). Notably, these statistics (i.e., almost all *setd2*^mNull^ embryos undergoing developmental delay at MZT) are different from the above-described decreased survival rate (~50%), suggesting that the MZT-associated developmental delay and the decrease of survival rate are distinct phenotypes. Taken together, these results identify a specific role of the maternal *setd2* in regulation of MZT, which is independent of whether *setd2* is present in or absent from the zygotic genome.

## Discussion

In this study, to gain a better understanding of the physiological function of Set2/Setd2 and H3K36me3 in an evolutionary context, we generated the *setd2* mutant zebrafish and analyzed their phenotypes in a comparison with those of the yeast and mouse models. Given the high conservation of genetic and epigenetic regulatory mechanisms in vertebrate animals, it is surprising that the *setd2*-null zebrafish seem to have dramatically different phenotypes, especially in their viability and fertility, compared with the *Setd2*-null mice. However, our close studies reveal some interesting phenotypes in zebrafish, including the nutrition-dependent, reversable small body size and the developmental delay at MZT, which could be mechanistically connected with the known phenotypes in yeast and mice. These findings suggest that, despite the apparently different phenotypes in these species, the functions and mechanisms of Set2/Setd2 and H3K36me3 are actually conserved through the evolution of eukaryotes, even though they sometimes are non-essential for normal growth. Further, the seemingly different requirements of Set2/Setd2 and H3K36me3 in the development and reproduction of these species is likely attributed to the different levels of stresses associated with these functions that can be tolerated by the organism. Therefore, based on these studies, we propose a working model (Fig. 7) to explain the apparently different, but actually paralleled, phenotypes of the *Set2*/*Setd2*-null yeast, zebrafish and mouse.

**Fig. 7:**
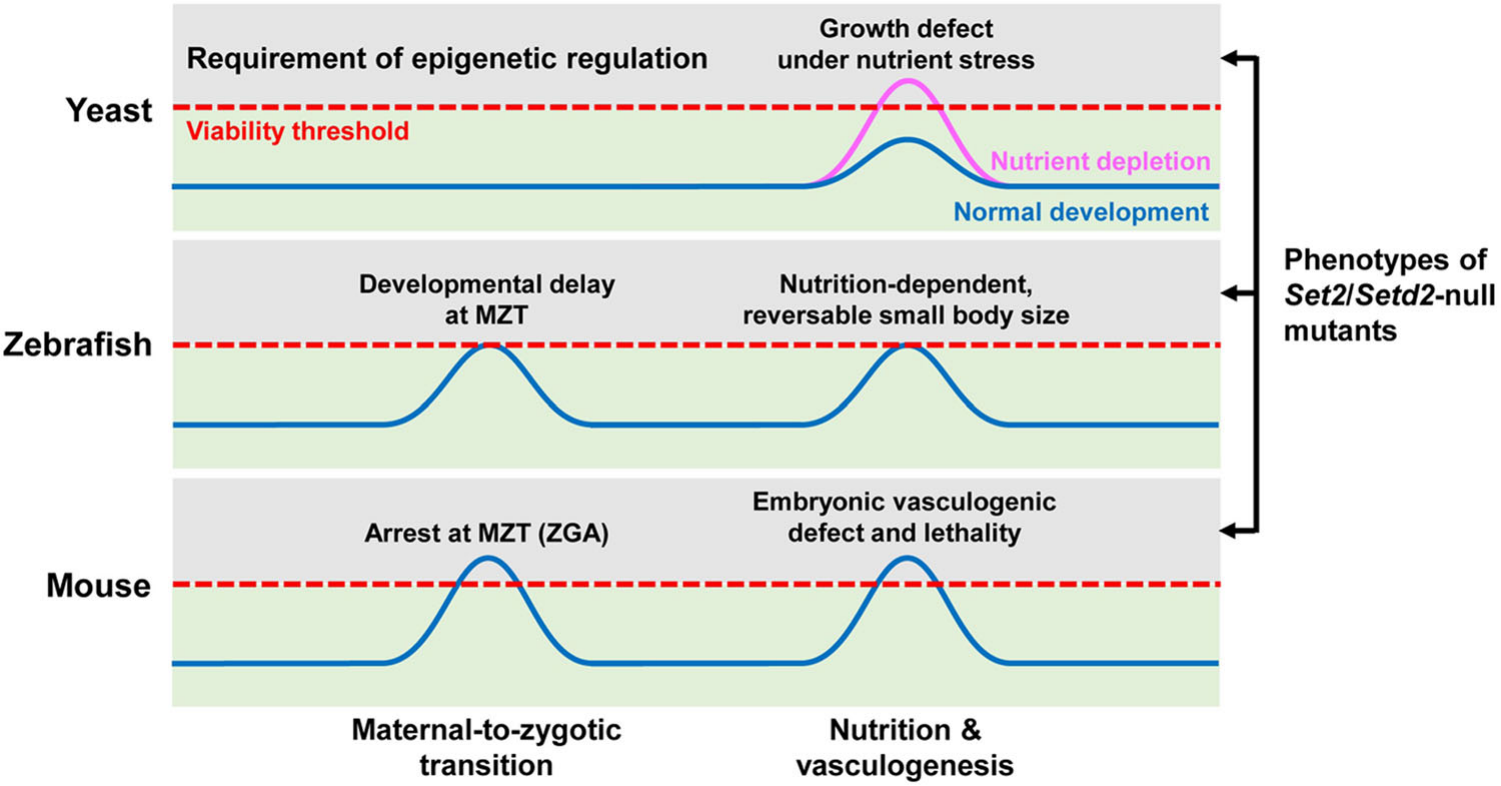
A working model to explain the apparently different, but actually paralleled, phenotypes of the *Set2*/*Setd2*-null yeast, zebrafish and mouse. The blue curves denote the levels of stresses that the organisms experience during normal development. The pink curve for yeast denotes an increased level of stress suffered by the yeast growing in nutrient depletion condition. The peaks of these curves are aligned vertically into two groups because they likely share conserved mechanisms in both nutrition and reproduction regulations. The red dashed lines denote the viability thresholds of different species when *Set2*/*Setd2* is lost, and, therefore, the gray regions above the thresholds mean that only in this region where the *Set2*/*Setd2*-mediated epigenetic regulation is required. Therefore, if the peaks of the blue/pink curves reach above the red dashed lines, it means that the levels of stress are too high to be tolerated by the *set2*/*setd2*-null organism, thereby leading to lethality. In the cases of zebrafish, it is proposed that, as the stresses just reach (but not above) the viability threshold, they cause tolerable and apparently minor (but clearly significant) defects in the *setd2*-null zebrafish, thus explaining the non-requirement of *setd2* in zebrafish development.

First, by comparing the three species, this model explains why the different phenotypes can be matched in parallel (Fig. 7, aligned peaks of the curves). In yeast, a phenotype of the *Set2*-null mutant is the growth defect under nutrient depletion but otherwise developing normally (in regular culture condition)^36,37^, suggesting a stress-related function of Set2. In the *setd2*-null zebrafish, the herein identified reversable phenotype of small body size also represents a growth problem and it is entirely dependent on nutrition supply, thus highly reminiscent of the yeast phenotype. Furthermore, our gene expression analysis reveals a decrease of the genes associated with energy metabolism and protein synthesis in the *setd2*-null embryos at early stages, thus providing a possible mechanism underlying this phenotype. Interestingly, these mechanisms seem conserved in yeast and vertebrates. In the *Setd2*-null mouse, although the phenotype in vasculogenesis^19^ seems unique and is not seen in zebrafish, it is probably attributed to the incompetence of the mutant mouse embryos in coping with the intrinsic nutrient stress. Indeed, as reported in our previous study^19^, a small body size phenotype actually is also observed in the *Setd2*-null mouse embryos at E8.5, and this phenotype is prior to the vasculogenic defect (at E10.5). Furthermore, recent studies showed that nutrient stress, such as amino acid restriction, can act as a proangiogenic trigger in mice^68^. Thus, the nutrient stress, small body size and vasculogenic defect can be mechanistically interconnected, suggesting the function and mechanism of Set2/Setd2 in regulating these phenotypes are evolutionarily conserved. Similarly, another group of paralleled phenotypes are that both *Setd2*-null zebrafish and mouse embryos show defects at the stage of MZT (or ZGA), which also suggest evolutionarily conserved functions and mechanisms of Setd2 in the regulation of reproduction.

Second, this model explains why the requirements of Set2/Setd2 for the viability of these species are different. Based on the present and previous studies, we use the concept of “viability threshold”, which represents the ability of an organism to tolerate certain factors such as stresses, to address this issue (Fig. 7, red dashed lines). While sharing many evolutionarily conserved molecular and cellular mechanisms, different species has distinct physiological structures and living environments, and therefore their viability thresholds can be widely variable^69^. For example, it has been known that the zebrafish embryos can obtain nutrition from the yolk by passive diffusion, so that they can tolerate higher degree of nutrient stress and have less dependence on the blood vessels to obtain and redistribute nutrition during early embryogenesis^70^. In contrast, the mouse embryos do not have a yolk as a source of nutrition, and they must rely on the development of a complex vascular system to obtain nutrition from the mother^69^. This difference may explain the apparently different phenotypes of *setd2*-null zebrafish and mouse embryos in the body size, blood vessel development and embryonic viability, which further supports that Setd2 and the related epigenetic regulatory mechanisms are important for the organisms to properly respond to nutrient stress. Another example is about the different phenotypes of the maternal *setd2*-depleted zebrafish and mouse embryos at the stage of MZT — while the loss of maternal Setd2 leads to a complete arrest of the mouse embryos, it seems to cause only a short delay of zebrafish embryos at this stage. It is conceivable that these phenotypes are regulated, at least partially, by conserved mechanisms of Setd2 in reprogramming the epigenome, as recently observed in mice^39^, and that the difference in the phenotypes is possibly related to some specific features of these species. In this regard, an important feature of zebrafish embryos is that the MZT is equivalent to 1000-cell stage, relative to mouse MZT at 2-cell stage^71^. Furthermore, epigenetic reprogramming of parental genomes in zebrafish also show some differences from that of mice^72–74^. Thus, although the detailed mechanism remains to be clarified, these morphological and mechanistic differences between zebrafish and mouse embryos may be directly relevant to the different requirements of maternal Setd2 for the embryos to complete MZT.

Lastly, by establishing the connection between Set2/Setd2 and the abilities of the organisms to cope with stresses, this model reemphasizes the important role of the epigenetic programs as a reserved source supporting the evolution of living beings from simplicity to complexity^2,75^. In the evolution, vasculogenesis and sexual reproduction represent two major advantages for multicellular organisms to obtain and redistribute nutrition and to maintain genetic stability and diversity^1^. It is interesting that Set2/Setd2 is involved into both processes. This is probably because the emergence of these processes had relied on the existing regulatory mechanisms capable of dealing with extra stresses, such as Set2/Setd2 and related epigenetic mechanisms. As such, the role of Set2/Setd2 should be changed from non-essential to essential for some specific developmental processes, as well as the viability. Also related to this notion, the epigenetic regulators (e.g., the homologues of Set2/Setd2) have been greatly expanded in the numbers, specificities, and regulatory mechanisms through eukaryotic evolution, and they play nonredundant roles in many aspects of development^64,75^. Taken together, these results and analysis suggest that the epigenetic regulatory system may serve as a buffer not only for coping with intrinsic and/or extrinsic stresses but also for the evolution of life from simplicity to complexity.

## Materials and methods

### Zebrafish strains

The zebrafish wild-type Tübingen strain (ZFIN ID: ZDB-GENO-990623-3) and the transgenic zebrafish line Tg(*flk1:EGFP*)^50^ (ZFIN ID: ZDB-ALT-050916-14) were used in this study. All zebrafish husbandry was achieved under standard conditions (temperature: 28.5 °C; pH: 7.0–8.0; light cycle: 12 h-on/12 h-off). The embryos were maintained in egg water (containing 60 μg/mL sea salt and 0.2% methylene blue) at 28.5 °C and 0.045% *N*-Phenylthiourea (PTU; Sigma-Aldrich) was performed to prevent pigmentation.

### Establishment of *setd2* mutant lines by the CRISPR/Cas9 system

The genomic sequence of zebrafish *setd2* gene was obtained from the National Center for Biotechnology Information. An online tool (ZiFit Targeter, http://zifit.partners.org/ZiFiT/Disclaimer.aspx) was used to design guide RNA (gRNA) target sites in exon 3 and exon 19 containing 20-base pair (bp) target sequences (E3: cgtcaaaatgtgtttctacc; E19: ggcagacacgtccagtgagc). The predicted sequence was cloned into p-T7-gRNA vector backbone to generate the guide RNA expression construct. The specific single-guide RNAs (sgRNAs) was produced by in vitro transcription with the mMESSAGE mMACHINE SP6 Transcription Kit (Thermo Fisher, AM1340). The sgRNA (10 ng/μL) and Cas9 protein (200 ng/mL) (EnGen Cas9 NLS; New England Biolabs, M0646T) were co-injected into zebrafish embryos at the one-cell stage. A dozen of injected embryos were subjected to DNA extraction and genotyping at 24 hpf. The rest of founders (F0) were raised to adulthood and the individuals carrying mutations were identified by genotyping on caudal fin with sequencing. The F0 founders bearing mosaic mutations at the target sites were then outcrossed with WT fish to produce F1 heterozygotes. The F1 heterozygotes harboring same frame-shift mutation were incrossed to generate F2 homozygous mutants.

### Protein quantification

To compare the total amount of embryos protein at different time points during the early development, every embryo was dechorionated and pipetted into standard protein RIPA lysis buffer for sonication. Then six embryos with same genotype were merged to perform BCA protein assay kit (Thermo Scientific, 23227). Three biological replicates were measured for each time point to determine the average protein amount.

### Immunoblot

Zebrafish embryos were deyolked as described previously^76^ and the proteins were extracted by RIPA buffer (Beyotime Biotechnology, P0013D) containing appropriate protease inhibitors (MedChemExpress, HY-K0010) with sonication. Boiled lysates were first separated with SDS-PAGE and transferred onto PVDF membranes. The separated proteins were immunoblotted with antibodies for H3K36me1 (Abcam, ab9049), H3K36me2 (Abcam, ab9048), H3K36me3 (Abcam, ab9050) and H3 (Cell Signaling Technology, 4499S).

### Live imaging of blood vessels

To observe the vasculogenesis of *setd2* mutants, the transgenic zebrafish line Tg(*flk1:EGFP*)^50^ was crossed with the *setd2* mutants. Live embryos were anesthetized with 0.03% Ethyl 3-aminobenzoate methanesulfonate salt (Sigma-Aldrich, A5040) and mounted in 1% low melting agarose (Sangon Biotech, A600015). Fluorescence images were captured with a scanning confocal microscope (Olympus, FV1000) processed with Image-Pro Plus 6.0 (Media Cybernetics).

### Whole-mount mRNA in situ hybridization

The PGCs were labelled with *vasa*; and the somites were labelled with *myod*. The major organs were labelled specific markers including *ifabp*, *lfabp*, *cmlc2*, *rag1*, *trypsin*, and *insulin*. Whole-mount mRNA in situ hybridization was performed as previously described^77,78^. Anti-digoxigenin Fab fragment antibodies conjugated to alkaline phosphatase (Roche, 1277073) were used for detection of the RNA probes, and this was followed by NBT/BCIP color reaction (Vector Laboratories, SK-5400).

### RNA isolation and quantitative reverse transcription PCR (RT-qPCR)

Total RNA was isolated with TRIzol reagent (Ambion, 15596018) according to the manufacturer’s instructions. The amount and purity of the RNA were determined by spectrophotometry and agarose gel electrophoresis. After treatment with RNase-free DNase, total RNA was reverse transcribed using random hexamers and oligo(dT) primers (Takara, RR037Q). qPCR was carried out on an ABI Prism 7900HT Sequence Detection System (Applied Biosystems) using the SYBR Green Real-Time PCR Master Mix kit (TOYOBO, QPK-201). The expression levels of target genes were normalized against the internal control *β-actin* (*actb1*) gene.

### RNA-seq and bioinformatic analysis

Total RNA was extracted from whole embryos at 36 hpf using TRIzol (Ambion, 15596018). Library construction with fragmented mRNA was performed with TruSeq stranded mRNA library prep kit (Illumina). Sequencing was carried out on Illumina HiSeq 2000 according to the manufacturer’s instructions. The deep-sequencing data were mapped to zebrafish genome version 10 (GRCz10) with Tophat and Cufflink (v2.2.1) was used to calculate the FPKM of each gene to represent their mRNA expression level. Gene Set Enrichment Analysis (GSEA) was performed to identify regulated signaling pathways and to interpret gene expression patterns globally.

### Histological analysis and morphometric measurement

After anesthetized with 0.03% Ethyl3-aminobenzoate methanesulfonate salt (Tricaine), the gonadal tissues were dissected fixed overnight in 4% paraformaldehyde (Servicebio, G1101-20) and then subjected to paraffin embedding. Serial sections (4 μm) were cut, deparaffinized, and stained with H&E. All genotypes zebrafish collected for morphometric analysis, including somatic length and body weight, were measured from juvenile to adult at a 10-day interval. Meanwhile, different genotype raising in same tank were isolated feeding at 55 dpf, as morphometric record continued.

## Supplementary information

Supplementary Figures

## Data Availability

RNA-seq data are accessible through the Gene Expression Omnibus (GEO) accession code GSE151238.

# Supplementary material for: setd2 knockout zebrafish is viable and fertile: differential and developmental stress-related requirements for Setd2 and histone H3K36 trimethylation in different vertebrate animals
**Source:** Cell Discov. 2020 Oct 20;6:72. doi: 10.1038/s41421-020-00203-8
**Supplement:** Supplementary file 1 — Supplementary Figures

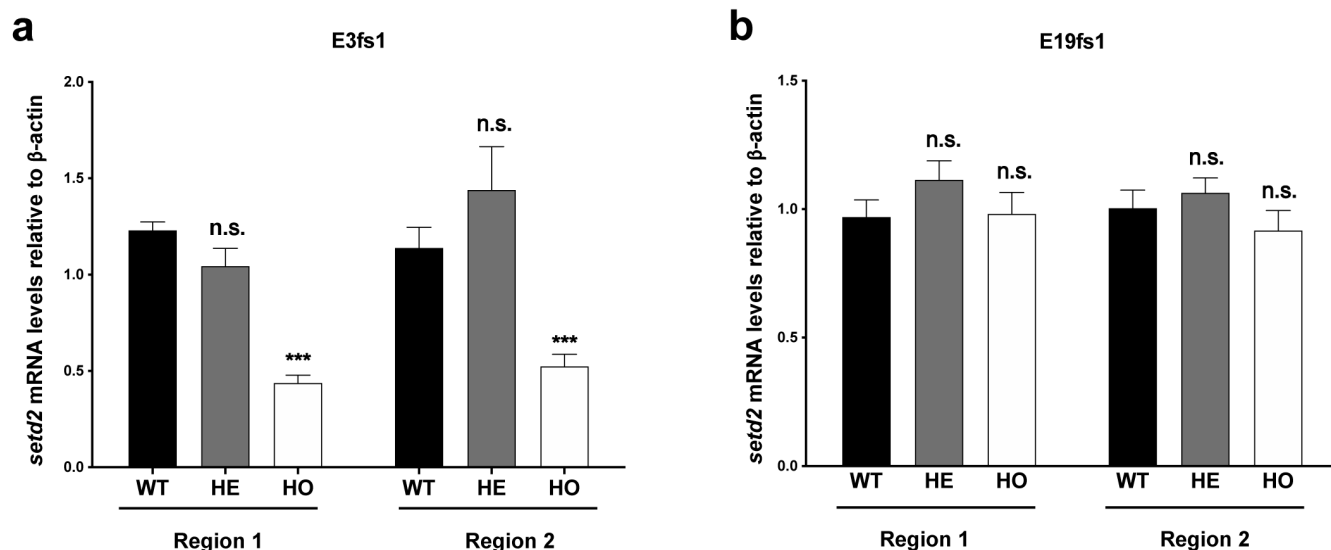

**Supplementary Figure 1. RT-qPCR analysis of *setd2* mRNA levels in the E3fs1 and E19fs1 mutants at 3 dpf. (a)** The *setd2* mRNA levels in the homozygous (HO), but not heterozygous (HE), E3fs1 mutants were dramatically decreased compared with the wild-type (WT), which was likely due to the nonsense-mediated mRNA decay (NMD) mechanism. **(b)** In contrast, the *setd2* mRNA levels in the E19fs1 mutants were not changed. In both (a and b), two regions in *setd2* mRNA were analyzed by qPCR and produced the same results. Data are presented as mean  $\pm$  SD of triplicate reactions. \*\*\* $P < 0.001$ ; n.s., not significant.

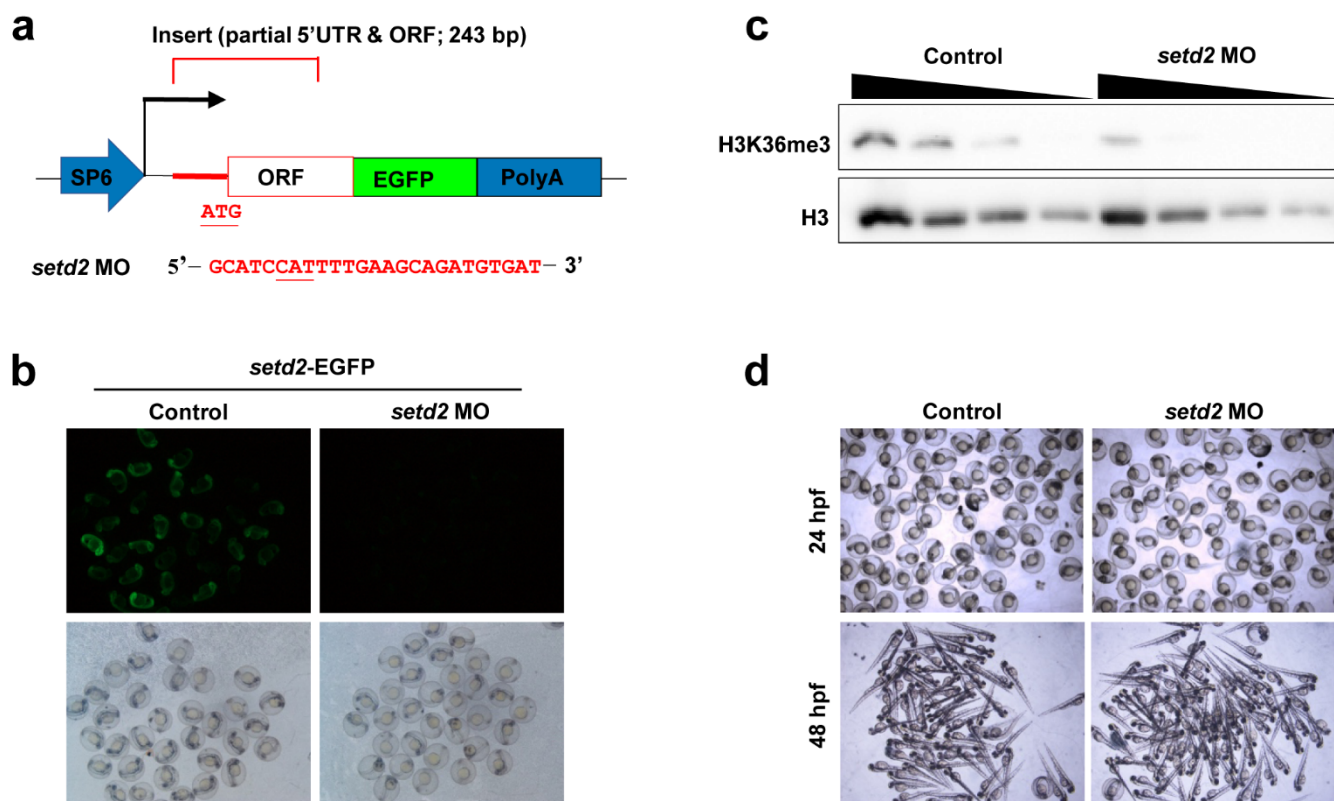

**Supplementary Figure 2. Morpholino-mediated knockdown of *setd2* shows similar phenotypes as the *setd2* knockout regarding the decrease of H3K36me3 and the normal embryogenesis. (a)** Targeting and validation strategy and sequence of the *setd2* morpholino oligo (MO), which is designed to inhibit protein translation. The partial 5'UTR and ORF of *setd2* mRNA containing the morpholino target sequence was fused in frame with EGFP followed by a polyA site. The start codon (ATG) in the targeted *setd2* ORF and its complementary sequence (CAT) in the morpholino is underlined. **(b)** Fluorescence microscopy (top) and bright field images (bottom) of representative embryos injected with the *setd2*-EGFP fusion mRNAs with or without *setd2* morpholino. Note that this morpholino can significantly inhibit the expression of EGFP, indicative of an effective knockdown. **(c)** Immunoblot analysis of H3K36me3 in the wild-type embryos and those injected with *setd2* morpholino. A blot of histone H3 was used as a loading control. Each sample was loaded in 2-fold serial dilution. **(d)** Normal embryonic development of the embryos injected with *setd2* morpholino.

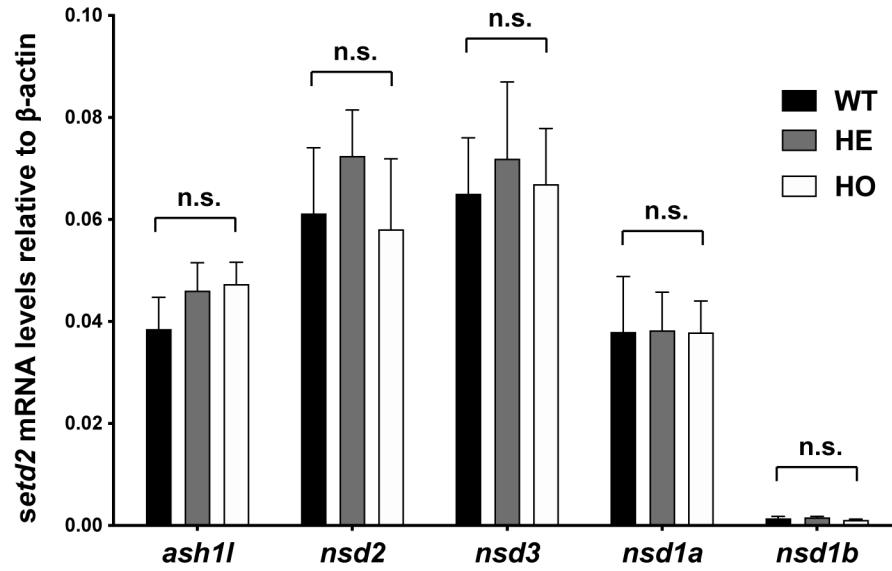

**Supplementary Figure 3. RT-qPCR analysis of the mRNA levels of the closest homologous genes of *setd2* at 3 dpf.** Note that none of these gene were changed in the *setd2* mutants compared with the wild-type, suggesting that the recently proposed genetic compensation mechanisms may not be applicable to the *setd2*-null model. Data are presented as mean  $\pm$  SD of triplicate reactions. n.s., not significant.

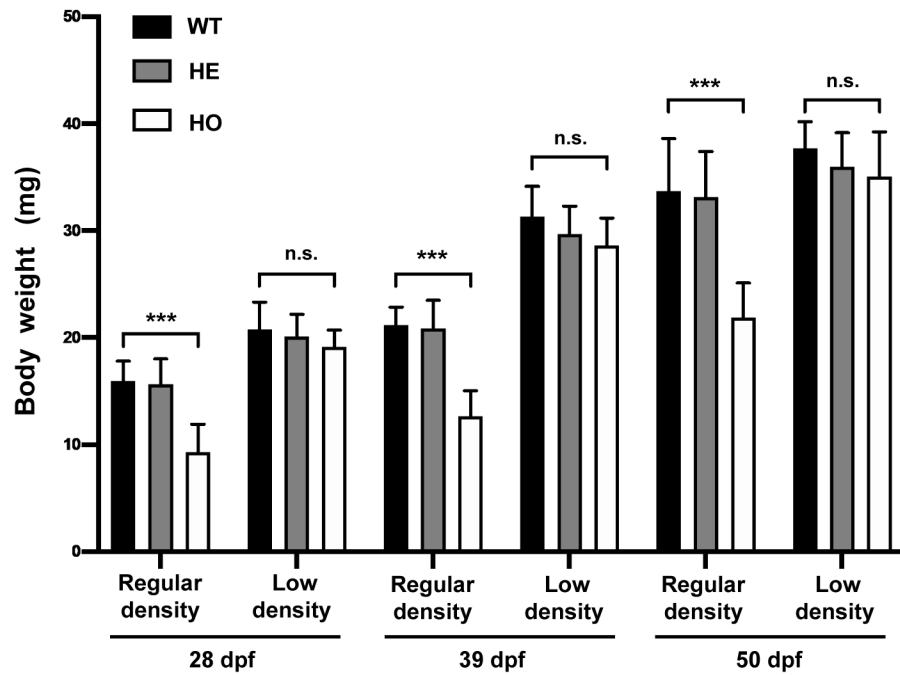

**Supplementary Figure 5. A decrease of rearing density in mixed culture diminishes the body size difference of the homozygous *setd2* mutants compared with the wild-type and the heterozygous siblings.** In this experiment, the regular and low rearing density are 35 and 4 zebrafish per 2.8-liter tank, respectively. Both groups were fed twice a day with excess food. Data are presented as mean  $\pm$  SD of at least 9 zebrafish. \*\*\* $P < 0.001$ ; n.s., not significant.

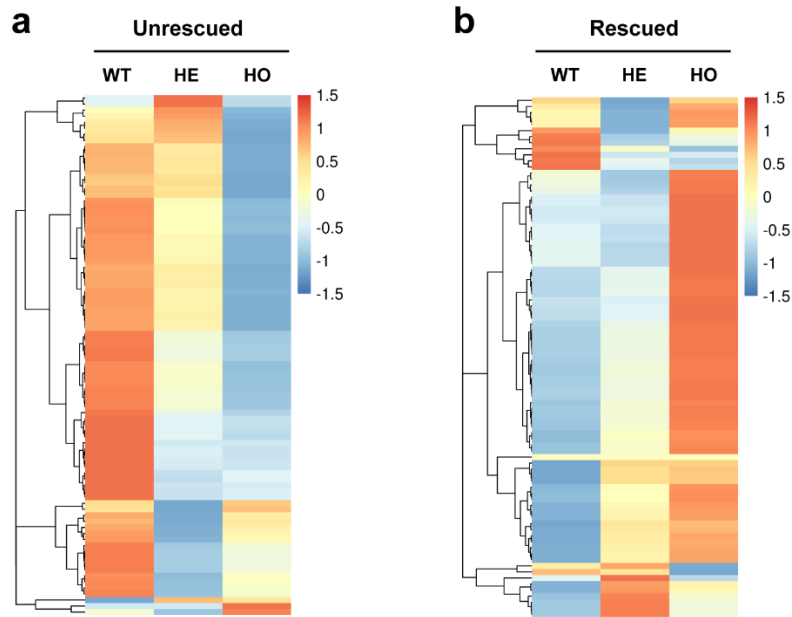

**Supplementary Figure 6. Differential regulation of ribosomal genes in the livers of the nutrition-rescued and unrescued *setd2*-null zebrafish. (a)** Downregulation of ribosomal genes in the liver of *setd2*-null zebrafish that are growing in normal culture condition and showing small body size phenotype. **(b)** Upregulation of ribosomal genes in the liver of *setd2*-null zebrafish whose body size has been rescued by separate feeding. The analyzed zebrafish were 3 months old and their separate feeding was started at 28 dpf.

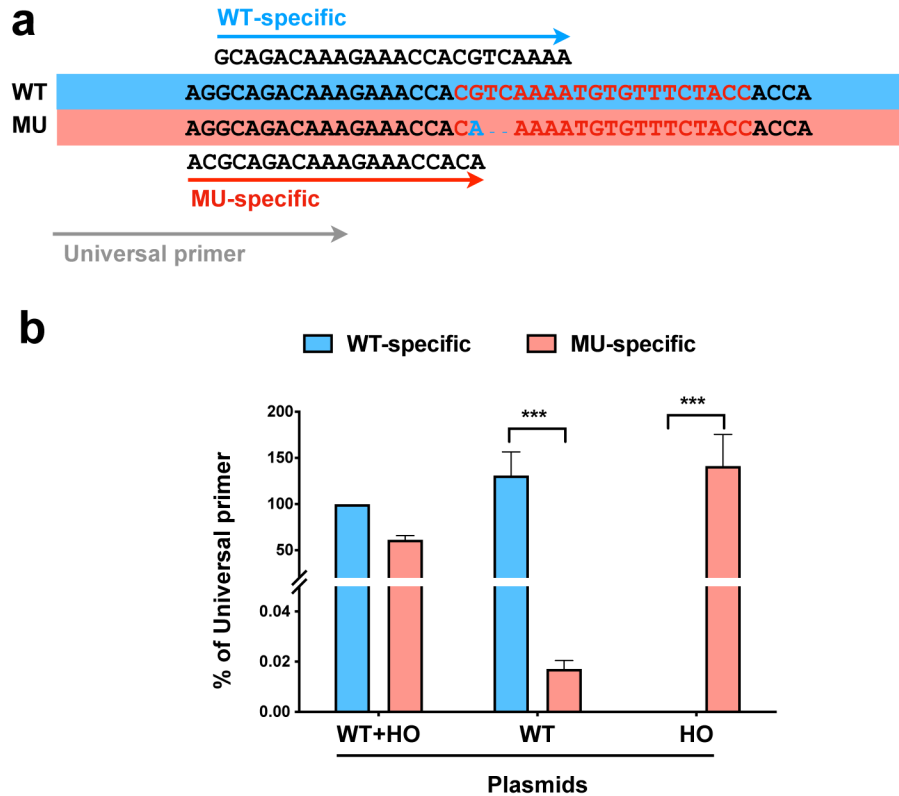

**Supplementary Figure 7. Design and validation of the wild-type (WT) and mutant (MU)-specific primers for detecting the corresponding alleles effectively and specifically. (a)** Design of the specific primers according to the WT and MU genomic sequences. A universal primer was also designed to amplify the both alleles. The downstream primers are not shown. **(b)** Efficiency and specificity of the primers as indicated by analyzing the plasmids containing the WT and HO alleles and their mix. The efficiencies were normalized to the universal primer. Data are presented as mean  $\pm$  SD of triplicate reactions. \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

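RNA of whole zebrafish embryos at 36 hpf was sequenced in 3 libraries, labelled wild-type, heterozygous and homozygous for setd2, with 1 library per genotype. The labels do not name the mutant line, and the paper states that E3fs1 is its default line. The paper names a stranded library kit and the sample labels name other kits, so that the strand setting of the counts is not known. The authors mapped the reads to GRCz10 with TopHat, and the counts are the deposited number of reads per gene without normalization; the paper's text does not name the counting tool or the annotation release. The FPKM values are as deposited, and the authors name Cufflinks for them. They equal the count divided by exonic length and by the summed counts of the library, with a largest difference of 0.00500, which is the rounding of the deposited values. The per-library tables and the series table held 0 values that differ, and 1 column of a per-library table was not used because its heading names another library. Of 32520 gene identifiers, 29201 were in the reference of gene names.

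The counts summed to 13340950, 12760683 and 14160325 in the libraries labelled wild-type, heterozygous and homozygous, and the 10 most abundant genes held 7.55%, 7.59% and 7.97% of them. Counts were scaled with edgeR 4.0.16 (R 4.3.3) by TMM, with factors of 1.007, 0.989 and 1.004, and turned to log2 values with a prior count of 2. The 18966 genes with a mean of at least 10 counts were tested. Intervals of 95% for a library's share of counts are exact (Clopper-Pearson), those for the ratio of 2 libraries come from the exact binomial share, and the floor was 3 counts. Intervals and floors cover counting error only.

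No test between genotypes was possible with 1 library each, and no p-value across genes was computed. Gene lists were matched by symbol, with the suffixes a, b and a numbered copy allowed. The median of a list has the 95% interval from binomial order statistics, and was placed among 10000 random lists of the same size matched on mean expression in 20 bins, and among lists matched in 10 bins of expression and 10 bins of exonic length. The enrichment score was the weighted running sum over genes ranked by log2 ratio, with a weight of 1. For the normalized score it was divided by the mean score of the same sign over 1000 random lists. The SD of the normalized score comes from 500 resamples of the list members, in which a member drawn more than once was counted once. The interval used to judge whether a score moved was first taken from quantiles of these resamples and was changed, after the values were seen, to a normal range from this SD.

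The named genes are setd2, each gene that the paper names and the table holds, up to 3 members with the highest mean count in each of 6 main lists, and the 5 genes highest and 5 lowest in the library labelled homozygous against both others among genes with at least 50 counts in 1 library. Genes named outside this rule were chosen after their values were seen. Genes were placed on chromosomes with the GRCz12tu annotation, which placed 22125 identifiers, and positions are not given because the authors used another assembly.

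The alternatives were DESeq2 1.42.0 size factors, scaling by total counts, FPKM with a pseudocount of 1 or 0.1, no filter, a minimum mean of 100 counts, a prior count of 0.25, 1 gene per base symbol, and random lists matched on length. Removal of the trend over gene length, by subtracting the median of genes in the same of 20 bins of exonic length, was added after the values were seen. The steps were tested on simulated data. Of 198 genes with a simulated 4-fold change, 194 were past a log2 ratio of 1, and so were 99 of 18755 unchanged genes. A shift of −0.2 in the oxidative phosphorylation genes was estimated as −0.17, and the ribosomal proteins without a shift had 9312 of 10000 random lists at or below. Apart from the changes put in, the simulated genes varied independently and had no trend over gene length. The simulation therefore did not test the random lists or the intervals with such a trend, or where genes of a list vary together. In a separate simulation of normal values, the interval of a median of 29 values covered the true value in 97.7% of cases. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

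Reads, the Hallmark and Reactome lists, and the yeast and mouse data of Supplementary Fig. S4 were not used here. Measurements at other stages and in adult tissues, including the RNA-seq of livers, were not used here.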

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

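A concentration of the genes far from both other libraries on the chromosome that carries setd2 was a planned test, but the tests of the setd2 level, the thresholds of 0.5, 0.7 and 1, the counts of this chromosome for the other sets and pairs of libraries, the genes nearest to setd2 and the genes gba, entpd3 and ensab were chosen only after the results were seen.

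The level of setd2 in the RNA-seq data is a signal that the paper does not report. The paper gives setd2 mRNA by RT-qPCR at 3 dpf, with a decrease in homozygous E3fs1 embryos and no change in E19fs1 mutants (Supplementary Fig. S1). By allele-specific RT-qPCR, it reports that maternally deposited setd2 mRNA is degraded in early embryos (Fig. 5d). The log2 ratio of setd2 between the libraries labelled homozygous and wild-type was 0.55 (95% interval for counting error 0.45 to 0.65), and that between the libraries labelled homozygous and heterozygous was 0.42 (0.33 to 0.52). The values argue against gene length as the whole cause, because the log2 ratio was 0.49 with the trend over exonic length removed, although the ratio of heterozygous to wild-type moved from 0.12 to 0.25 in the same step. They also argue against an exchange of the labels of the heterozygous and homozygous libraries, which would put the heterozygous library farther from wild-type on the chromosome that carries setd2. Genes on this chromosome set the library labelled homozygous apart from the library labelled wild-type with 34 genes past a log2 ratio of 1, and the library labelled heterozygous with 14. An exchange of the wild-type and homozygous labels cannot be told apart from the labels as given, because the 34 genes would be the same in both cases. With such an exchange setd2 would be lowest in the homozygous library, and the oxidative phosphorylation and ribosomal protein genes would be lower in the wild-type library. A biological rise of the mutant mRNA at 36 hpf and a mutant line other than E3fs1 stay open as well, and neither was tested.

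The paper does not analyse the genes by chromosome. The chromosome that carries setd2 held more genes that differ between the libraries labelled homozygous and wild-type than its share. Of 361 genes placed on a chromosome with a log2 ratio at or past 1, 34 were on it against 16.2 by its share of tested genes, the highest ratio among 25 chromosomes. Placement used the GRCz12tu annotation, which differs from the GRCz10 assembly of the authors, and covered 17323 of the 18966 tested genes. Genes at least 1 from both other libraries in the library labelled homozygous were on this chromosome in 13 of 98 cases (13.3%, against 4.40 genes by its share), and those in the library labelled wild-type in 9 of 102 cases (against 4.58). In the library labelled heterozygous this was so for 0 of 126 genes (against 5.65). With thresholds of 0.7 and 0.5 the numbers were 33 of 330 and 59 of 749 for homozygous, 25 of 316 and 53 of 684 for wild-type, and 5 of 392 and 24 of 892 for heterozygous. The gene gba had 77, 135 and 275 counts in the libraries labelled wild-type, heterozygous and homozygous, entpd3 had 160, 86 and 35, and ensab had 267, 152 and 78. The other pairs of libraries showed no such concentration. For heterozygous against wild-type, 14 genes past 1 were on this chromosome against 17.5 by its share, and 97 past 0.5 against 93.5. For homozygous against heterozygous, the numbers were 21 against 17.3 and 101 against 100.2. The 13.3% is consistent with a haplotype linked to the mutation that differs between the libraries labelled homozygous and wild-type, as a hypothesis. Whether the heterozygous library lies between is shown in part. The pairs with it show no concentration, whereas genes in which it stood apart from both others were rarest on this chromosome among the 25, as a library between the other two would give, and gba, entpd3 and ensab, picked after their values were seen, are intermediate. Differences in these genes cannot be assigned to the loss of Setd2 from these libraries, since a linked haplotype would go together with the mutation. Among the 200 tested genes nearest to setd2, 5.00% were past 1 for homozygous against wild-type, as were 3.00% of the next 200, 6.31% of the 206 after those and 2.94% of the remaining 170, against 1.98% of the genes on other chromosomes. These shares rest on 10, 6, 13 and 5 genes and did not fall steadily with distance from setd2. The median absolute log2 ratio of the same groups was 0.23, 0.19, 0.19 and 0.16 for homozygous against wild-type, against 0.15 on other chromosomes, and 0.19, 0.18, 0.16 and 0.16 for heterozygous against wild-type, against 0.16, so that it was highest in the nearest group in both comparisons.

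The genes highest in the library labelled homozygous against both other libraries are not discussed by the paper. BX511034.1 had 8, 9 and 52 counts in the libraries labelled wild-type, heterozygous and homozygous, a log2 ratio of 2.35 for homozygous against wild-type, and 1.13 from FPKM values with a pseudocount of 1. For syt14b, with 19, 20 and 53 counts, the log2 ratio was 1.31, and for tbx16l, with 44, 39 and 105 counts, it was 1.14. CABZ01057891.1 had 91, 138 and 317 counts and a log2 ratio of 1.70, and si:dkey-244a7.1 had 24, 18 and 53 counts and a log2 ratio of 1.00. Their 95% intervals for counting error exclude 0. They are the extremes among genes with a name and at least 50 counts in 1 library, in single libraries. Among genes placed on a chromosome, which leaves out 3 of these 5, the library labelled homozygous had no more genes at least 1 from both others (98) than the library labelled heterozygous (126). Neither syt14b nor tbx16l lies on the chromosome that carries setd2, and the other 3 genes were not placed. A difference between individual embryos, a haplotype difference elsewhere in the genome and an effect of the mutation stay open for them, and none was tested.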

How the results depend on the processing

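The removal of the trend over gene length was chosen only after the results were seen. The 95% interval of a score, against which a move was judged, was also changed after the first comparison, from quantiles over resamples of the list members to a normal range from their SD.

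The direction was kept under each of the alternatives for the medians of oxidative phosphorylation (from −0.13 to −0.12), cytosolic ribosomal proteins (from −0.14 to −0.13), translation (from −0.10 to −0.094) and the joined nonsense-mediated decay list (from −0.13 to −0.12) in the comparison of homozygous with wild-type, for their scores in that comparison, and for setd2 (from 0.50 to 0.55). Of the medians under these alternatives, 131 stayed within the interval of the reported value and 13 moved, and of the scores 82 stayed and 14 moved. Where a median or score that moved also changed sign, its interval under that setting included 0. This was so for the small positive medians of heterozygous against wild-type, which changed sign with the scaling.

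With scaling by total counts, the median of heterozygous against wild-type was −0.0030 for the cytosolic ribosomal proteins, −0.0063 for translation and −0.0073 for nonsense-mediated decay, and the median of homozygous against heterozygous for the ribosomal proteins was −0.16. Total counts leave out the TMM factors, the one step in which they differ from the reported values. FPKM with a pseudocount of 0.1 gave −0.0030, −0.0063, −0.0073 and −0.16 for the same results, and FPKM with a pseudocount of 1 gave −0.0030, −0.0062, −0.0072 and −0.16, with −0.10 for translation in homozygous against heterozygous. FPKM with a pseudocount of 1 moved the scores of homozygous against wild-type to −2.01 for oxidative phosphorylation, −2.01 for translation, −2.31 for ribosomal proteins and −1.95 for nonsense-mediated decay, and that of heterozygous against wild-type for translation to 0.570; the cause was not tested.

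A minimum mean of 100 counts moved the scores of homozygous against wild-type to −2.38 for oxidative phosphorylation, −2.32 for translation, −2.56 for ribosomal proteins (reported value −2.00) and −2.30 for nonsense-mediated decay, and those of heterozygous against wild-type to 0.533 for translation, −0.720 for ribosomal proteins (reported value 0.798) and −0.428 for nonsense-mediated decay. Without a filter the score of nonsense-mediated decay in homozygous against wild-type was −1.37. With 1 gene per base symbol the score of PI3K/AKT/mTOR in homozygous against wild-type was 0.396. The cause of these moves was not tested.

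With the trend over gene length removed, the medians of homozygous against wild-type, heterozygous against wild-type and homozygous against heterozygous were −0.083, 0.036 and −0.10 for oxidative phosphorylation, −0.096, 0.0012 and −0.088 for ribosomal proteins, −0.059, 0.0059 and −0.061 for translation, and −0.084, 0.0014 and −0.074 for nonsense-mediated decay. The scores of homozygous against wild-type were −1.11 for oxidative phosphorylation, −1.35 for translation, −1.74 for ribosomal proteins and −1.36 for nonsense-mediated decay. The log2 ratio of setd2 was 0.25 for heterozygous against wild-type and 0.25 for homozygous against heterozygous. The moves in the medians follow from the construction, since these genes are short and setd2 is long.

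The number of genes at or past a log2 ratio of 1 for homozygous against wild-type, heterozygous against wild-type and homozygous against heterozygous moved from 454, 510 and 511 to 68, 66 and 74 from FPKM with a pseudocount of 1, 1698, 1913 and 1932 without a filter, and 33, 34 and 33 with a minimum mean of 100 counts. The filters change the number of tested genes to 25859 and 12017, and a gene with few counts passes a fixed ratio through counting error more often.

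Among named genes, 261 values under these alternatives stayed within counting error and 4 moved, each from FPKM with a pseudocount of 1. In all, 6 of 336 named gene values changed sign, 2 of them where counting error excludes 0: eef1a1l1, from 0.022 to −0.010, and rplp0, from −0.025 to 0.040, each with the length trend removed. The places of the lists among random lists moved for 66 values and stayed for 96. The alternatives that act on other steps gave no value for some results, such as 1 gene per base symbol for named genes. Depth limits genes with few counts, for which a log2 ratio of 1 is within counting error, and the single library per genotype limits each comparison.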

Differences from the paper's values

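No comparison in this part was chosen after the results were seen. The 95% interval of the score was changed after they were seen, from quantiles over resamples to a normal range from their SD. The scores of the paper come from the Hallmark and Reactome lists, which were not used here, and the values below come from lists written from gene symbols. The paper's values were read by eye from Fig. 3d and Fig. 3e. A score is said to differ when it has the other sign or lies more than 1 SD over resamples of the list members from the paper's value, and a number of genes when it is more than 1.5 times the other. The SD is that of each setting, so that a setting with a wider SD can lie farther away and not differ. Members drawn more than once in a resample were counted once, and a score close to 1 SD away can depend on this choice. The 95% interval of the score is wider and contains the paper's value for oxidative phosphorylation (−2.00 to −1.44) and translation (−1.87 to −1.48) in homozygous against wild-type and for PI3K/AKT/mTOR in heterozygous against wild-type (−1.42 to −0.566).

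For oxidative phosphorylation in homozygous against wild-type, the score was −1.72 against the paper's about −1.5 in Fig. 3d, read by eye. Among the alternatives set before the data were examined, the score without a filter on low counts, −1.59, was within 1 SD, and the others were not. For translation in the same comparison the score was −1.68 against the paper's about −1.8 in Fig. 3d, read by eye, and 1 gene per base symbol gave −1.77, within 1 SD, whereas the other alternatives set before the data were examined did not come within theirs. For nonsense-mediated decay in that comparison the score was −1.65 against the paper's about −1.9 in Fig. 3d, read by eye, and FPKM with a pseudocount of 1 gave −1.95, the one alternative set before the data were examined that was within 1 SD.

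For nonsense-mediated decay in heterozygous against wild-type, the score was 0.597 against the paper's about −0.46 in Fig. 3d, read by eye. A minimum mean of 100 counts gave −0.428, and the other alternatives set before the data were examined kept the difference. For PI3K/AKT/mTOR in homozygous against wild-type, the score was −0.604 against the paper's about 1.4 in Fig. 3e, read by eye, and none of the alternatives set before the data were examined closed the gap, with 1 gene per base symbol, 0.396, the nearest. For this pathway in heterozygous against wild-type, the score was −0.996 against the paper's about −0.58 in Fig. 3e, read by eye. No filter on low counts (−0.850 ± 0.306) and 1 gene per base symbol (−0.696 ± 0.365) came nearer and were within 1 SD. A minimum mean of 100 counts (−1.01 ± 0.430) was within 1 SD only because its SD is wider than the 0.219 of the reported score, and the other alternatives set before the data were examined were not within theirs.

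The comparisons ranked 18966 genes, against about 9600 genes on the axis of Fig. 3d, read by eye. A minimum mean of 100 counts, with 12017 genes, was higher but within 1.5 times the paper's number, and the other alternatives set before the data were examined were not. Keeping 1 gene per base symbol changes the lists only and leaves the ranked genes at 18966.

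The paper states that the PI3K/AKT/mTOR pathway was activated in homozygous embryos (Fig. 3e), and the median log2 ratio of its genes between the libraries labelled homozygous and wild-type was 0.011 (95% interval −0.046 to 0.066). The paper reports a decrease of setd2 mRNA in homozygous E3fs1 embryos at 3 dpf (Supplementary Fig. S1), and at 36 hpf the log2 ratio between the libraries labelled homozygous and wild-type was 0.55. The paper relates the lower genes of nonsense-mediated decay to the homozygous embryos (Fig. 3d), and the decay factors without ribosomal proteins had a median log2 ratio of −0.0053.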

Other observations

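The removal of the trend over gene length, the comparison of lens genes between the libraries labelled homozygous and heterozygous and the naming of the lens, globin and muscle genes were chosen only after the results were seen, and the other tests in this part were planned.

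The lower medians of the oxidative phosphorylation and ribosomal protein genes in the library labelled homozygous were weighed against 3 explanations. Gene length explains part of the shift and not the whole of it. The 1897 shortest genes had a median log2 ratio of −0.080 for homozygous against wild-type and the 1897 longest 0.046, but 2 of 10000 random lists matched on expression and exonic length were as low as the oxidative phosphorylation genes and 0 were as low as the ribosomal proteins. In heterozygous against wild-type, where the shortest genes had a median of 0.030 and the longest −0.084, 0 matched lists were as low as the ribosomal proteins. Gene length accounts for part of the contrast between the comparisons for these genes, since their medians were −0.096 and 0.0012 with the trend removed, and 0 matched lists were as low in homozygous against heterozygous. For the mitochondrial ribosomal proteins, 107 matched lists were as low in homozygous against wild-type and 9874 in heterozygous against wild-type. The comparison of homozygous with heterozygous argues against a wild-type library that stands apart as the whole explanation. Its medians were −0.19 for oxidative phosphorylation and −0.18 for ribosomal proteins. Much of these shifts was shared by lists matched on expression and length, with typical medians of −0.127 and −0.130, and 3 and 0 of 10000 lists were as low. For the ribosomal proteins, a wild-type library apart stays open as a part of the shift. Their median in heterozygous against wild-type, 0.024, was also below the typical 0.086 of the matched lists.

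A general delay of the embryos in the library labelled homozygous cannot be told apart from other origins of the shift, because the marker lists point different ways. Against the library labelled wild-type, the lens genes were higher, with a median of 0.38 (95% interval 0.083 to 0.47), where a delay would make them lower, whereas fast muscle genes (−0.13) and cell cycle genes (0.072, with an interval of −0.015 to 0.14) moved the way a delay would give. The lens genes were also higher in the library labelled heterozygous than in the library labelled wild-type, with a median of 0.48, so that the library labelled wild-type was the lowest for them. Against the library labelled heterozygous, the lens genes were lower in the library labelled homozygous, with a median of −0.16 (−0.26 to −0.018) and 25 of 34 genes lower, as a delay would give. Of the lists matched on expression, 2 of 10000 were as low, and of those also matched on length, 665. The medians of fast muscle (−0.0035) and cell cycle genes (−0.051, with an interval of −0.097 to 0.031) in this comparison do not decide. The hatching gland genes had a median of −0.37 in it, with 7 of 9 genes lower, but the interval (−1.01 to 0.14) included 0. Of 10000 lists, 0 matched on expression and 2 also matched on length were as low as the hatching gland genes. The most abundant lens gene, cryba2b, had 2324 counts in the library labelled wild-type, 2308 in the library labelled heterozygous and 2605 in the library labelled homozygous, and crygn2 had 1469, 1833 and 2154. All 34 tested lens genes are expressed in whole embryos, so that the list reports the share and the state of the lens together. A difference in the make-up of the embryos, in the age of each library within a clutch or in the handling of 1 library stays open.

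The lower nonsense-mediated decay list in the library labelled homozygous is consistent with an origin in its ribosomal proteins. Without them, the decay factors had a median of −0.0053 (95% interval −0.072 to 0.096), above the −0.14 of the ribosomal proteins, and went both ways. Whether decay activity changed was not measured.

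The other lists were read once. In homozygous against wild-type and in heterozygous against wild-type, the median was 0.21 and 0.21 for erythroid genes, −0.13 and −0.10 for fast muscle, −0.074 and 0.14 for the hatching gland, −0.086 and −0.028 for the yolk syncytial layer, 0.072 and 0.11 for the cell cycle, 0.080 and 0.10 for the integrated stress response and −0.031 and −0.033 for p53 targets. The embryonic globin gene hbbe1.1 had 3218, 9459 and 10139 counts in the libraries labelled wild-type, heterozygous and homozygous, hbbe1.3 had 5875, 14411 and 13852, and hbae3 had 28165, 30658 and 29866. The fast muscle gene mylpfa had a log2 ratio of −0.017 for homozygous against wild-type.

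The homologues of setd2 that the paper examined by RT-qPCR at another stage had log2 ratios for homozygous against wild-type of 0.093 (ash1l, with an interval of −0.0020 to 0.19), 0.15 (nsd1a, 0.046 to 0.26), −0.32 (nsd1b, −0.88 to 0.22), 0.11 (nsd2, 0.015 to 0.20) and 0.13 (nsd3, 0.0031 to 0.26) at 36 hpf. The intervals of nsd1a, nsd2 and nsd3, which cover counting error only, excluded 0. With the trend over gene length removed, the values of these genes were smaller, at 0.098, 0.074 and 0.11, and no intervals were computed for them. For heterozygous against wild-type the values were −0.16 (ash1l), −0.12 (nsd1a), −0.31 (nsd1b), 0.062 (nsd2) and −0.24 (nsd3). Of these, the intervals of ash1l, nsd1a and nsd3 excluded 0. Of the vascular genes that the authors measured by RT-qPCR (Fig. 2c), those whose mouse orthologues are listed as upregulated in Setd2 knockout mice had a median of 0.022 over 9 tested genes and those listed as downregulated 0.026 over 9, both for homozygous against wild-type. The gene angptl6 had 44, 113 and 89 counts in the libraries labelled wild-type, heterozygous and homozygous, a log2 ratio of 0.90 for homozygous and 1.41 for heterozygous against wild-type. For lama1 the heterozygous value was −0.49 and for rbpjb −0.59. Homozygous against heterozygous, the values were −0.51 (−0.93 to −0.10) for angptl6, 0.57 (0.45 to 0.70) for lama1 and 0.52 (0.22 to 0.83) for rbpjb. There, the difference exceeded counting error for 0 lower and 1 higher gene of the upregulated group. In the downregulated group it did so for 1 lower and 3 higher genes. Organ markers had a median of −0.081 over 4 tested genes, and germ cell genes 0.079 over 3. The liver gene fabp10a had 1, 0 and 2 counts, at or below the floor of 3. The germ cell gene ddx4 had 20, 35 and 41 counts, a log2 ratio of 0.89 (0.15 to 1.80).

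The genes lowest in the library labelled homozygous against both others were CABZ01024501.1, with 148, 85 and 2 counts in the libraries labelled wild-type, heterozygous and homozygous (log2 counting interval for homozygous against wild-type −9.35 to −4.41), fam198a with 123, 108 and 23, blvrb with 133, 192 and 38, CR855311.1 with 181, 76 and 28, and BX004983.1 with 109, 46 and 17. Of these, fam198a and BX004983.1 lie on the chromosome that carries setd2, blvrb does not, and the others were not placed.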
